# A Comparison of mRNA Sequencing with Random Primed and 3′-Directed Libraries

**DOI:** 10.1038/s41598-017-14892-x

**Published:** 2017-11-07

**Authors:** Yuguang Xiong, Magali Soumillon, Jie Wu, Jens Hansen, Bin Hu, Johan G. C. van Hasselt, Gomathi Jayaraman, Ryan Lim, Mehdi Bouhaddou, Loren Ornelas, Jim Bochicchio, Lindsay Lenaeus, Jennifer Stocksdale, Jaehee Shim, Emilda Gomez, Dhruv Sareen, Clive Svendsen, Leslie M. Thompson, Milind Mahajan, Ravi Iyengar, Eric A. Sobie, Evren U. Azeloglu, Marc R. Birtwistle

## Abstract

Creating a cDNA library for deep mRNA sequencing (mRNAseq) is generally done by random priming, creating multiple sequencing fragments along each transcript. A 3′-end-focused library approach cannot detect differential splicing, but has potentially higher throughput at a lower cost, along with the ability to improve quantification by using transcript molecule counting with unique molecular identifiers (UMI) that correct PCR bias. Here, we compare an implementation of such a 3′-digital gene expression (3′-DGE) approach with “conventional” random primed mRNAseq. Given our particular datasets on cultured human cardiomyocyte cell lines, we find that, while conventional mRNAseq detects ~15% more genes and needs ~500,000 fewer reads per sample for equivalent statistical power, the resulting differentially expressed genes, biological conclusions, and gene signatures are highly concordant between two techniques. We also find good quantitative agreement at the level of individual genes between two techniques for both read counts and fold changes between given conditions. We conclude that, for high-throughput applications, the potential cost savings associated with 3′-DGE approach are likely a reasonable tradeoff for modest reduction in sensitivity and inability to observe alternative splicing, and should enable many larger scale studies focusing on not only differential expression analysis, but also quantitative transcriptome profiling.

## Introduction

Massively parallel sequencing of mRNA, or mRNAseq, was first introduced in 2008^1–3^, and since has rapidly become the preferred method for whole transcriptome measurements^4–11^, culminating recently with the announcement by Illumina of the discontinuation of the Human Expression Array BeadChip (HumanHT-12 v4 as of 9 Dec 2016). The procedure consists of two basic steps. First is library preparation, which consists of converting mRNA isolated from samples into cDNA that is compatible with the deep sequencing platform. Next is the sequencing itself, which often consists of paired-end protocols on the Illumina HiSeq platform to generate millions of reads per sample. The resulting quantification of transcript levels comes from counting the reads aligned to each transcript, followed with normalizing by transcript length (since # of reads depends on transcript length due to random priming), and the total number of reads (sequencing depth)^5,11^. Analysis of alternative splicing is improved with paired-end sequencing compared to single-end sequencing. This is because paired-end sequencing puts strong constraints on the distance between reads with respect to the reference transcriptome, giving better discrimination amongst known splice isoforms^2,5^.

Although the data resulting from mRNAseq is often considered superior to that obtained by the former transcriptome measurement standard, the microarray, the cost per sample still precludes widespread high-throughput application. A primary component of this cost is the library preparation. Thus, reduction in library preparation cost is expected to pay large returns for ability to increase mRNAseq throughput.

Another current issue with mRNAseq data is the biases introduced by PCR during library preparation. Because every sequence has a potentially different propensity to be amplified during PCR, the resulting quantitative representation of transcripts in the sequencing library is non-linearly distorted from the original abundance in ways that are difficult to predict. One way that has been shown to correct for this bias is to tag every transcript molecule with a unique random nucleotide sequence prior to amplification^12–14^. Such sequences are termed unique molecular identifiers (UMIs). UMIs allow removal of PCR bias by counting only the reads for a gene that have different UMI sequences, and ignoring those that have the same UMI sequence, since they came from the same original transcript molecule and thus are PCR duplicates. For this reason, such quantification approaches are also often referred to as transcript counting or digital gene expression (DGE). Prior work has shown that UMI counting is the only type of amplification correction that improves statistical properties of the data, including variance, power and false discovery rate^15^. These are important reasons why UMI-based DGE is a method of choice for single cell mRNA sequencing^16^, where amplification after sample pooling (as is done in this manuscript) seems to improve statistical properties^15^.

Here, we demonstrate the use of a library preparation method that takes advantage of 3′-end creation of cDNA (poly-T priming) and incorporates UMI-based quantification, but in our particular case, significantly reduces the cost of library preparation and thus the per sample cost. Because it is not yet clear to what extent the results from this 3′-DGE library preparation method overlap with the current gold-standard of random primed conventional mRNA sequencing, we performed a comprehensive comparison of data obtained by both methods, from the same RNA samples. For our samples, we find that 3′-DGE has only about ~15% lower sensitivity than conventional random primed mRNAseq, good quantitative agreement, and high overlap in ranked lists of differentially expressed genes. We conclude that the 3′-DGE approach used here is likely to be a viable alternative to conventional random-primed mRNAseq for high-throughput applications, particularly when looking for differentially expressed genes between treatment conditions, as is a common goal for transcriptomic studies. This is also relevant for more simple expression profiling which is becoming more commonplace in single-cell mRNAseq^17–20^ or tissue-level examinations^21–23^. Such single-cell mRNAseq applications of 3′-DGE are also relevant for distinguishing between cell types within a tissue or population, which based on the results of this study, we expect to be broadly covered. We also find that 3′-DGE can identify most, if not all, relevant mRNA species as compared to conventional random primed mRNAseq, so long as low copy number transcripts are able to be reverse transcribed.

## Results and Discussion

### 3′-Digital Gene Expression Versus Conventional mRNA Sequencing

Both conventional and 3′-DGE mRNAseq consist of (i) library preparation, (ii) sequencing, (iii) alignment to a reference genome and (iv) quantification; but there are differences between the two approaches in each of these four main steps (Fig. 1 illustrates some of these). For conventional library preparation, following isolation of mRNA from total RNA (in our case with oligo dT beads—see Methods), cDNA is typically synthesized via random priming of thermally-sheared mRNA. In 3′-DGE, cDNA is generated via 3′-directed oligo dT priming, during which unique molecular identifiers (UMI) are incorporated (for quantification purposes—see below), and strand-specificity is preserved. For conventional sequencing, single-end or paired-end constant read length is used (we used 100 bp single-end in this paper). In 3′-DGE, paired-end is required. At least 16 bp are needed on the first read to capture UMI and sample barcode data. We used 46 bp on the second read to acquire transcript-specific sequence data. Focus on the 3′ end of the transcript coupled with lack of transcript-specific information on both reads precludes identification of alternative splicing for 3′-DGE. For conventional alignment, a the comprehensive reference genomeis used since sequenced fragments are randomly distributed. In 3′-DGE, an mRNA RefSeq transcriptome is used (see Methods). Because of this, there are slight differences in the gene lists obtained from each alignment (Table S1), but a large majority of protein-coding genes (22,811) are shared between the approaches. For conventional quantification, the total number of uniquely aligned reads to a particular gene is used, termed read counts. Read counts are often divided by the average transcript length and read depth (units of **r**eads **p**er **k**ilobase of transcript length per **m**illion mapped reads—RPKM). In 3′-DGE, the total number of uniquely aligned reads to particular genes is available, but is only an intermediate to the final quantification by UMI counts for each gene. This UMI count metric corrects for PCR bias by removing reads that align to the same genomic region and share the same UMI sequence (this strongly suggests they arose from the same original transcript molecule).

**Figure 1:**
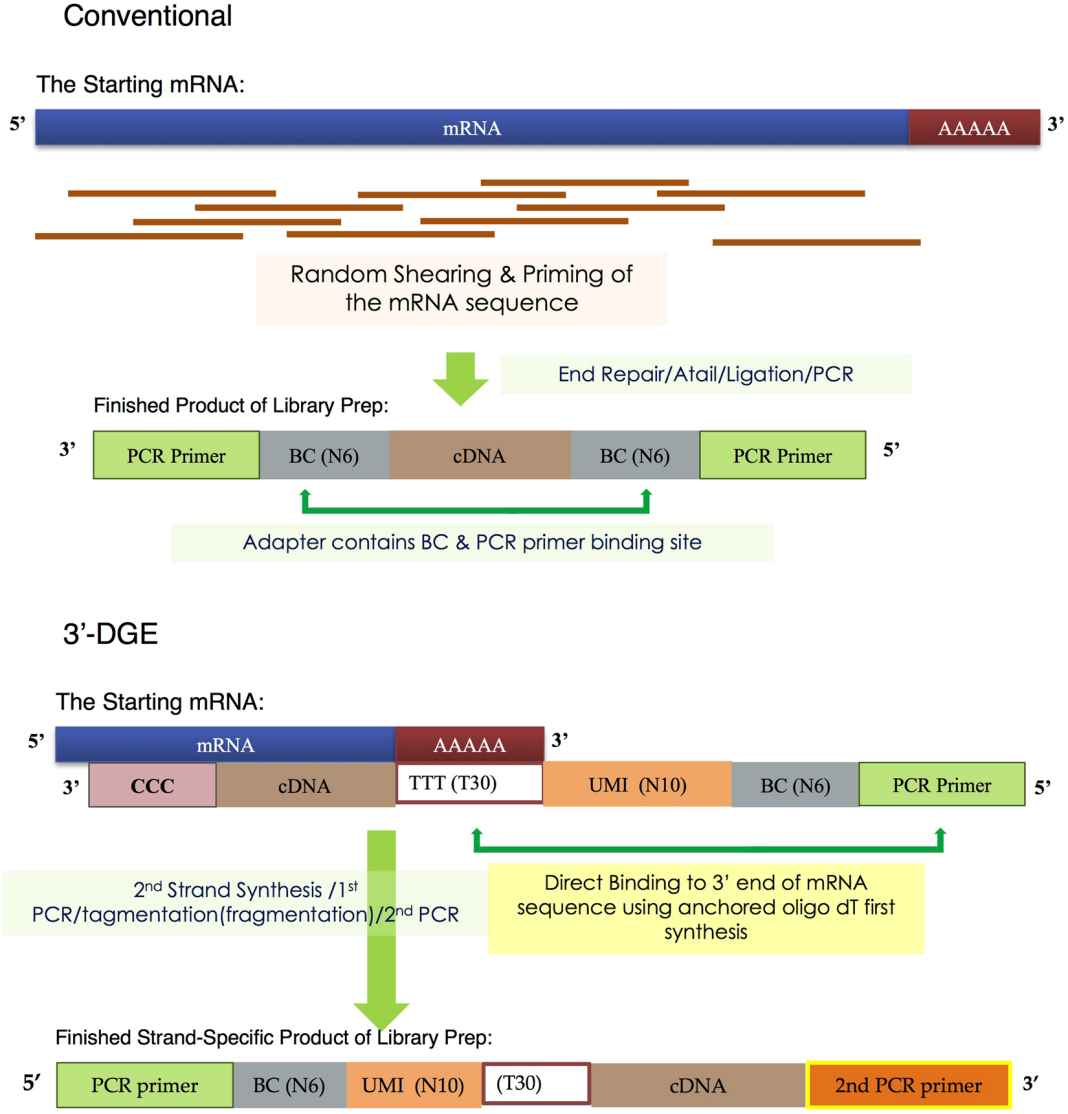
Schematic of Library Construction Differences between Conventional and 3′-DGE mRNA Sequencing. BC: Barcode; UMI: Unique Molecular Identifier.

To gain a thorough understanding of the practical differences between data obtained by 3′-DGE and conventional mRNAseq, we isolated RNA from 16 PromoCell primary cardiomyocyte –like cultures treated with either DMSO vehicle control (eight biological replicates), sorafenib (four biological replicates) or sunitinib (four biological replicates) for 48 hours. These experiments were part of a larger signature generation project in our DToxS LINCS center focused on cellular signatures for cardiotoxicity of kinase inhibitors (www.dtoxs.org and www.lincsproject.org). We expected, based on our prior data, that sorafenib would induce large changes in gene expression, whereas sunitinib would induce negligible changes in gene expression, providing positive and negative control test cases for differential expression analysis. The 16 RNA samples were analyzed for quality, and then split and sent to either the conventional or 3′-DGE mRNAseq pipeline for library preparation, sequencing, alignment and quantification (see Methods and Fig. S1). 

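The 3′-DGE libraries came from cultures of human cardiomyocyte-like cells, described as primary. Sorafenib inhibits RAF kinases and the receptors of VEGF and PDGF, and sunitinib inhibits several receptor tyrosine kinases, among them the receptors of VEGF and PDGF. Of the 16 3′-DGE libraries, 8 were vehicle controls, 4 were treated with sorafenib and 4 with sunitinib, each for 48 h. The paper gives the sorafenib dose as 2.5 µM and the sample labels give it as 1 µM, while both give the sunitinib dose as 0.1 µM. The labels also place each library in a numbered investigative unit. The controls came from units 4 (1 library), 5 (2), 6 (3), 7 (1) and 8 (1), the sorafenib libraries from units 6 (1), 7 (2) and 8 (1), and the sunitinib libraries from units 6 (2) and 7 (2). The conventional libraries were not analysed here.

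In 3′-DGE, cDNA is primed from the poly(A) tail and every molecule carries a UMI, so that reads copied from the same molecule can be counted once. The authors aligned the reads with BWA 0.7.12 to RefSeq mRNA sequences of hg19 and counted them per gene with a custom script. The 3 deposited tables give, for 23895 genes and all 16 libraries, the UMI counts of uniquely aligned reads, the unique reads and the reads with multiple alignments included. Unique reads per control library ranged from 3383997 to 5583287, with a median of 4016807.5. They ranged from 2865192 to 3631988 with sorafenib (median 3170170) and from 3690352 to 4303686 with sunitinib (median 3920184.5). UMI counts ranged from 1122529 to 1911544 in the controls (median 1351810.5), from 1061970 to 1291934 with sorafenib (median 1140965.5) and from 1321709 to 1441868 with sunitinib (median 1369039). Differential expression was tested on the UMI counts with edgeR's quasi-likelihood test after TMM normalization, with all 16 libraries in a common fit of 3 groups. The 7984 genes kept by edgeR's filter on low counts were tested, and a gene was called differentially expressed at an FDR under 0.1, the cutoff of the paper. Levels are given as UMI counts per 1000000 counted (CPM) after TMM normalization. The choice of test, the scaling, the filter on low counts, the unit counted and the block for the investigative unit could each change these numbers and were varied.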

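Over the 16 3′-DGE libraries, the mean number of uniquely aligned reads was 3821862 ± 657497 per library (SD, n = 16). With reads aligned to more than 1 gene included, it was 4236748 ± 735022 (SD, n = 16), and unique reads made up 90.2% ± 0.451 of these. The UMI counts came to 1329477 ± 209818 per library (SD, n = 16).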

The average read depth for conventional was 5.9 × 10^6^ reads/sample, and for 3′-DGE was 3.8 × 10^6^ reads/sample. 

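The gene with the most unique reads in these libraries was MALAT1, a long non-coding RNA kept in the nucleus, with 3.83% of the unique reads at a common depth. EEF1A1, a translation elongation factor, had 3.23%, and FTL, the light chain of the iron store ferritin, had 2.23%. The 10 most abundant genes together had 18.9% of these reads. Genes of ribosomal proteins took 30.4% ± 0.955 (SD, n = 8) of the UMI counts in controls, 30.4% ± 3.69 (SD, n = 4) with sorafenib and 30.7% ± 0.30 (SD, n = 4) with sunitinib. The wider spread with sorafenib came from libraries between 26.9% and 35.3%.

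Unique reads averaged 4059730 ± 744800 (SD, n = 8) in controls and 3209380 ± 350100 (SD, n = 4) with sorafenib, which missed the 0.05 level (two-sided exact permutation test, p = 0.0525). Without control replicate 3, 5, 6 or 7 or sorafenib replicate 1, this exact p lay between 0.0364 and 0.0455. The difference within units was −645200 in unit 6, −213800 in unit 7 and −1564000 in unit 8, where units 7 and 8 hold 1 control each. With sunitinib the mean was 3958600 ± 261800 (SD, n = 4; exact permutation test, p = 0.826), with −127100 in unit 6 and 383200 in unit 7. UMI counts averaged 1391770 ± 257300 in controls, 1158960 ± 105800 with sorafenib (exact permutation test, p = 0.105) and 1375410 ± 50080 with sunitinib (exact permutation test, p = 0.909).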

Read depth was also consistent across samples (Fig. S2), and overall read count distribution was similar for the two techniques (Fig. S3).

### Fidelity of Sequence Alignments for 3′-DGE

Because sequence information in 3′-DGE comes from a restricted region of the exome that may have reduced sequence entropy amongst genes, we first investigated the fidelity of sequence alignments. For each gene with at least four read counts (summed across all samples), we quantified the proportion of reads that align only to that gene, and looked at the frequency distribution of this proportion across genes (Fig. 2). The distribution is highly skewed towards proportions >0.95, indicating most genes are quantified by reads that align only to that single gene. This proportion is less than 0.10 for a small number of genes (738 out of 14,574; gene names are in Table S2). Thus, these 738 genes are not able to be reliably quantified without further assumptions and considerations. 

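For ACTA2, the smooth muscle actin gene, 96.7% of the aligned reads matched no other gene, and for the collagen genes COL1A1 and COL3A1 and the lipid droplet gene PLIN2 the share was 100%. Genes with close copies had lower shares, such as 73.6% for the keratin gene KRT18, 74.6% for the heat shock gene HSPA1A and 57.3% for the growth factor gene FGF7. Of the 16085 genes with at least 4 aligned reads in sum over the 16 libraries, 12444 (77.4%) had a unique share of at least 90%, and for 9394 genes (58.4%) every read was unique. Another 895 genes lay between 80% and 90%, and no bin of 10 percentage points between 10% and 80% held more than 533 genes.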

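Of the genes with under 10% unique reads, those with the most aligned reads were RNA45S5, the precursor of the ribosomal RNAs (0.194% unique of 776750 reads), and the ribosomal protein genes RPL21 (0.610% of 380564 reads) and RPL17 (3.45% of 308878 reads). Read-through transcripts, which contain the sequence of a neighbouring gene, were also among them, such as RPL36A-HNRNPH2 with 0.00486%. In the deposited tables, 883 of the 16085 genes (5.49%) had under 10% unique reads, and 509 of these had no unique read. With at least 100 reads in sum, the count was 442. Of the 738 genes in Table S2, 688 were among the 883, 47 had a unique share of at least 10% and 3 had under 4 reads, and 195 of the 883 were not in Table S2. RPL17, RPL36A and RPS10, the members of Table S2 with the highest mean UMI counts, had 452 ± 36.0, 208 ± 29.8 and 183 ± 26.2 CPM in controls (SD, n = 8), counted from the 3.45%, 5.69% and 4.77% of their reads that were unique.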

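RNA45S5 alone took 11.7% of the multiply aligned reads, and RPL21, RPL17 and the pseudogene RPL21P28 took 5.70%, 4.49% and 2.81%. Together, the 883 genes with under 10% unique reads held 54.0% of the multiply aligned reads summed over the libraries. Per library the share was 54.2% ± 1.93 (SD, n = 16), from 49.8% to 58.1%. The rest lay in genes with higher unique shares, of which the 533 genes between 70% and 80% held 9.48% and the 12444 genes of at least 90% held 3.40%.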

The reads associated with these unquantifiable genes account for most such degenerately-aligned reads (>50%). We conclude from these data that despite the fact that reads are 3′-end-focused, a large and sufficient majority can be reliably mapped to individual genes with high fidelity. This feature may be facilitated by the strand-specificity of the 3′-DGE library preparation method. 

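Of the 7984 genes tested for differential expression, 7112 had a unique share of at least 90%. With the others left out, 3769 genes were differentially expressed between sorafenib and control, 1986 higher and 1783 lower, and 3700 of them were also called in the test of all 7984 genes. Genes named with a lower unique share, such as HSPA1A, FGF7 and KRT18, are uncertain because reads shared with their copies were left out of their counts.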

From this point forward we only consider read counts that are reliably aligned to a single gene.

**Figure 2:**
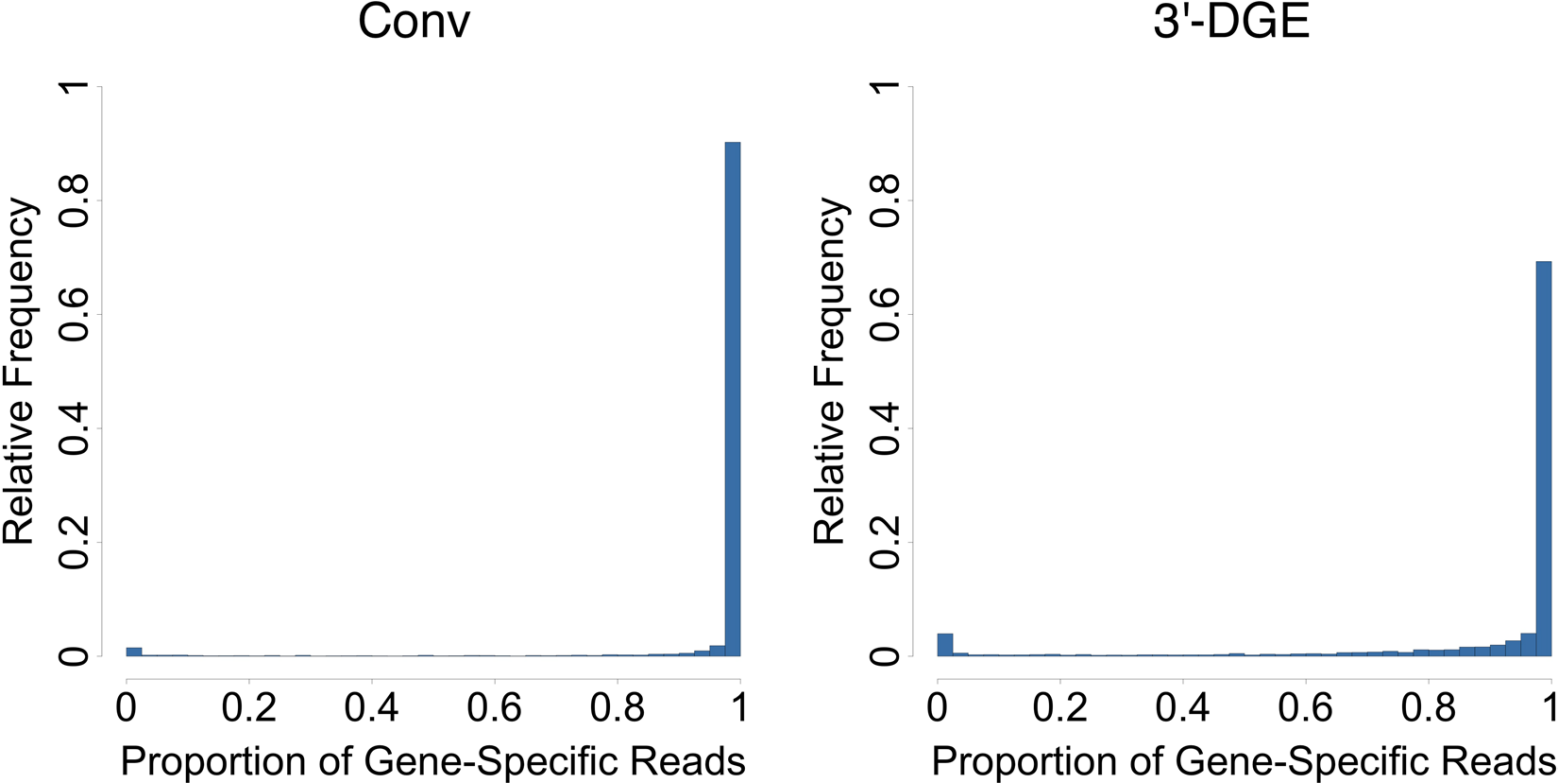
Fidelity of Sequence Alignments in Conventional (Conv) and 3′-end Digital Gene Expression (3′-DGE) Method. For each of the ~14,000 genes with greater than four counts (summed across all 16 samples) measured by conventional method and 3′-DGE method, the proportion of reads aligned to only that one gene was calculated. This proportion is close to 1 for most genes, indicating reliable quantification.

### Sensitivity to Detect Gene Expression as a Function of Read Depth

We wanted to determine the sensitivity of the two techniques to detect expression of the 22,811 genes shared between the reference sequence databases. To do this we employed a read removal approach, where each sample’s dataset was progressively downsized (Fig. 3a and Figs. S4,S5). Read counts were removed from each gene with probability proportional to that gene’s overall representation in the dataset, and expression of a gene was considered detected with four or greater reads (see Methods). We verified that this stochastic nature of read removal introduced negligible variability into our results (Fig. S6).

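In the 3′-DGE libraries, reads were drawn at random to 1000000 per library 16 times each. The number of genes with at least 4 reads varied between draws of the same library by an SD of 25.6 genes on average, from 20.3 to 33.4. The SD between the 16 libraries was 389 genes, around a mean of 8351.4. The expected number of genes, computed without drawing, differed from the mean of the draws by at most 11.1 genes, and it is used for the detection curves.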

**Figure 3:**
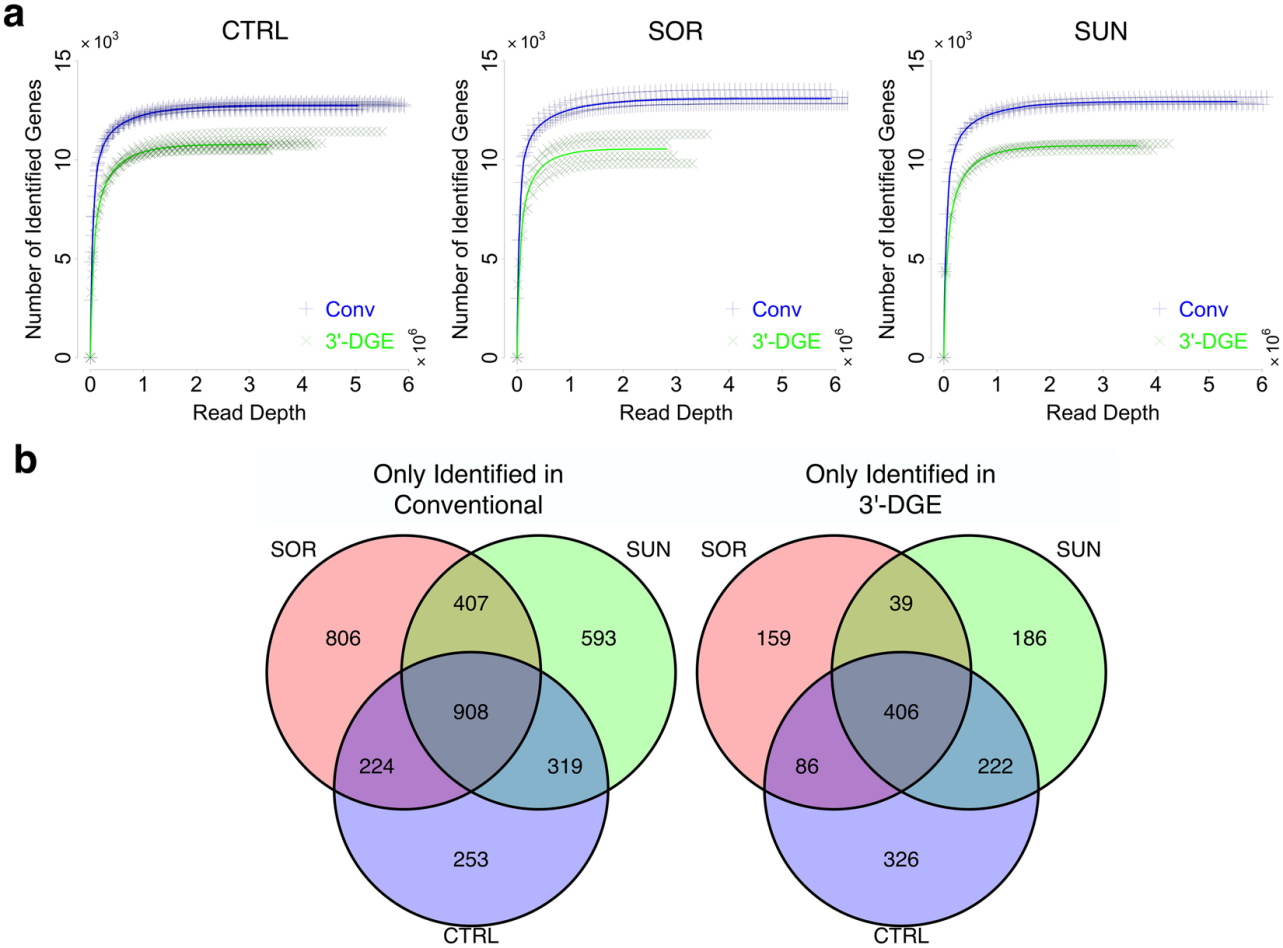
Sensitivity of Gene Detection by Conventional (Conv) and 3′-end Digital Gene Expression (3′-DGE) mRNA Sequencing Methods. (**a**) Gene-wise reads are removed from every sample in a probability proportional to the abundance of the gene in a sample, to generate a set of the number of identified genes over a range of simulated read depths. The curves for individual replicate samples are shown with the thinner points, showing in general low variability. The average is shown with the solid line. (**b**) Each replicate from both mRNAseq technologies were downsampled via read removal to a common read depth (2.8 million reads per sample), and the differences in identified genes were analyzed. Most genes identified in conventional but not 3′-DGE were shared across treatment conditions, and likewise for those identified by 3′-DGE but not conventional. Specific gene names are listed in Tables S3,S4.

In all treatment cases, we observed a hyperbolic dependency between read depth and number of detected genes. We parameterized these relationships with a Michaelis-Menten model to quantify differences between the techniques (Table 1). We found that the estimated parameter values were consistent across samples for each measurement type. 

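At 1000000 reads per library, 8281 ± 130 genes (SD, n = 8) were detected in controls, 8642 ± 747 (SD, n = 4) with sorafenib and 8203 ± 115 (SD, n = 4) with sunitinib. Fitted to the mean curve of each group, Vmax was 11935 genes for control, 11679 for sorafenib and 12005 for sunitinib. The SDs of Vmax between the libraries of a group, each fitted on its own, were 120, 606 and 237 genes. Km was 412426 reads for control, 322788 for sorafenib and 433289 for sunitinib, with SDs between libraries of 22600, 47990 and 9295 reads. Genes under 4 reads were left out first, as in the paper's methods, and a gene then counted as detected while at least 4 of its reads remained. The fitted curve missed the mean curve by up to 408, 417 and 446 genes. Km depends on these 2 minimums. With both set to 1 read it was 115892, 97022 and 120782 reads, and with both set to 10 reads it was 892856, 688651 and 927934 reads.

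**Figure D1:**
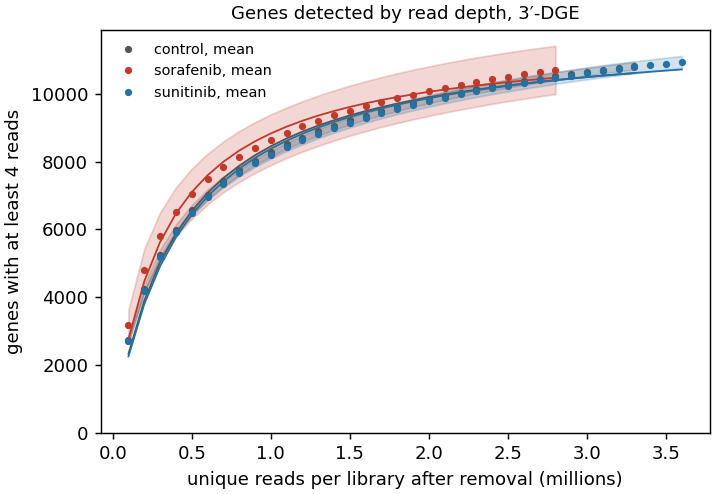
Genes with at least 4 unique reads (y axis) against unique reads per library after random removal, in units of 1000000 (x axis), in the 3′-DGE libraries. Points are the mean of each group, shaded bands are 1 SD between libraries (n = 8 control, 4 sorafenib and 4 sunitinib) and lines are the fitted Michaelis-Menten curves, which lie below the points at the lowest depths.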

The *V*_*max*_ parameter indicates that on average conventional mRNAseq detects approximately 15% (~2000) more genes. The genes that were differentially detected by conventional were very consistent across treatments, and were greater in number than those differentially detected by 3′-DGE as expected (Fig. 3b). 

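CUTA, a gene linked to copper tolerance, had 401 ± 23.8 CPM (SD, n = 8) in controls and 465 ± 91.6 CPM (SD, n = 4) with sorafenib, and RPS18, a protein of the small ribosomal subunit with 50.3% unique reads, had 9660 ± 650 and 9067 ± 2895 CPM. Both are among the 1424 genes that Table S4 lists as detected by 3′-DGE but not by conventional sequencing. Most of that list was counted at low depth, with a median over genes of 2.19 unique reads per library. On average 530 ± 92.2 of the 1424 genes (SD, n = 16) had at least 4 unique reads in a library, and 123 had them in all 16. The list held 1.05% of the unique reads. Of its members, 157 passed the filter for the test of differential expression, and 18 rose and 34 fell with sorafenib at an FDR under 0.1. Those called were 33.1% of the 157, against 51.5% of all genes tested. The study chose this list on these samples, so that these counts describe it and are not independent evidence.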

The overall fraction of genes identified by only conventional or 3′-DGE was small, indicating good concordance between the techniques (>10^4^ vs. <10^3^). The *K*_*m*_ parameter indicates that on average conventional mRNAseq is slightly more sensitive; however, at read depths even far below typical levels (10^6^/sample), both techniques detect ~95% of the maximum possible.

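At 1000000 reads per library, the fitted curves of the 3′-DGE groups stood at 70.8% of Vmax for control, 75.6% for sorafenib and 69.8% for sunitinib. Set against the mean number of genes at the highest depth that every library of the group reached (3300000, 2800000 and 3600000 reads), the genes at 1000000 reads were 76.5%, 80.8% and 75%. These shares hold for detection by at least 4 remaining reads, and a smaller Km gives a higher share of Vmax. With 1 read enough after removal, a setting chosen after the values were seen, Km for control was 72219 reads against the paper's 75277. The shares here therefore do not decide on the share that the paper gives.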

**Table 1:** The Best-Fit Parameter Values of a Michaelis-Menten Model to the Average Curves in Fig. 3a. The function *drm* in the R package *drc*, using the fit function *mm*, was used.

Technology	Treatment	Km (reads)	Vmax (genes)
Conv	CTRL	49,719	12,905
Conv	SOR	45,441	13,202
Conv	SUN	50,902	13,099
3′-DGE	CTRL	75,277	11,117
3′-DGE	SOR	60,979	10,884
3′-DGE	SUN	70,673	11,006

Given that we cannot (or did not) observe a particular set of genes for a given technique, what is the loss of power to detect enrichment of gene ontology terms? We answered this question both on the level of what is possible to observe with conventional or 3′-DGE (Table S7), or what we did observe in our particular dataset (Fig. S9). We find there are very few biological processes that go from above to below 80% power for detection. Olfactory and other sensory processes, some histone regulatory processes and some mitochondrial processes are harder to identify with 3′-DGE, with other processes showing less loss of power, which to some extent are addressable with increased sequencing depth.

We conclude that conventional mRNAseq detects the expression of approximately 15% more genes (~13,000 vs. ~11,000), but both techniques saturate in terms of detecting new genes at greater than 2-3 million reads/sample. 

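As deposited, the 3′-DGE libraries held 11088 ± 408 genes with at least 4 unique reads (SD, n = 16), from 10136 to 11851. At 2865192 reads, the depth of the smallest library, 10560 ± 114 genes (SD, n = 8) were detected in controls, 10740 ± 711 (SD, n = 4) with sorafenib and 10510 ± 176 (SD, n = 4) with sunitinib. Neither difference from control passed 0.05 (two-sided exact permutation tests, p = 0.463 and p = 0.564). The sorafenib libraries did not differ from control in the same direction in every unit. The difference was 722 genes in unit 6, −389 in unit 7 and 859 in unit 8, and without sorafenib replicate 2, which is in unit 7, it was 478 genes over all units (exact permutation test, p = 0.0424). With sunitinib the difference was −260 genes in unit 6 and 85.1 in unit 7.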

We stress however that these results are specific to our particular experimental system (human primary cardiomyocyte cell lines), the reference library and technical apparatus, which can alter the sequencing depth that is needed to reach saturation of detection. While prior work has suggested detection saturates at much higher depth that includes non-coding sequences which we do not consider here; coding sequences tend to saturate much more quickly^24^. It should be noted here that the 3′-DGE method was designed to be compatible with very little total RNA extract (e.g. single cell RNAseq), and also undergoes fewer PCR cycles (10 vs. 15) in our protocols, so this may contribute to the differences observed here. In addition, detection is strongly distinct from statistical power, so 2-3 million reads/sample may not be sufficient to detect differential expression of lowly expressed genes between two conditions, despite being detected. Differential expression and power also depend strongly on the number of biological replicates, the number of which we use (eight for controls and four for samples), is close to ideal as studied previously^25^.

### Quantitative Comparison Between the Techniques

We next wanted to do a quantitative comparison of gene-by-gene expression for matched samples and treatment conditions. The first step in doing so is to normalize read depth amongst all the samples. To do that, we used the read removal process as above to downsample each dataset to the lowest common read depth, which was ~2.8 million reads per sample. Correlation amongst replicates within the same technique was very high (Fig. 4a), but the resulting x-y scatterplots of conventional read counts vs. DGE read counts yielded poor correlation (Fig. 4b). 

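At the common depth, MALAT1 had 101115 ± 12520 reads (SD, n = 8) in controls and 138132 ± 10460 (SD, n = 4) with sorafenib. TMSB4X, which codes for an actin-binding peptide, had 49266 ± 3160 and 23932 ± 8107 reads, and SPARC, a matrix glycoprotein, had 33501 ± 2042 and 22272 ± 6116 reads. Over all genes, Pearson's correlation of the read counts of 2 libraries averaged 0.993 among controls (28 pairs, 0.985 to 0.999), 0.990 among sorafenib libraries (6 pairs, 0.988 to 0.994) and 0.992 among sunitinib libraries (6 pairs, 0.982 to 0.998). Between groups it averaged 0.957 for control with sorafenib (32 pairs), 0.993 for control with sunitinib (32 pairs) and 0.955 for sorafenib with sunitinib (16 pairs). Within units, control with sorafenib averaged 0.960, 0.952 and 0.949 in units 6, 7 and 8, and control with sunitinib averaged 0.990 and 0.989 in units 6 and 7. Libraries of the same group were more alike within a unit than between units, with averages of 0.998 against 0.992 for controls. The averages were 0.994 (1 pair) against 0.989 for sorafenib and 0.997 (2 pairs) against 0.989 for sunitinib. These correlations are across genes, which are not independent replicates, and were not tested. With log2(count + 1) they averaged 0.964 among controls and 0.942 for control with sorafenib.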

We reasoned that this poor correlation could be due to the fact that conventional read counts depend strongly on transcript length, whereas in principle, those from 3′-DGE do not. When we normalized conventional read counts by transcript length, the correlation improved significantly (Fig. 4c). We observed similar agreement on the level of individual sample-to-sample correlations (Fig. S7). We conclude that the two techniques show reasonable quantitative agreement with one another.

**Figure 4:**
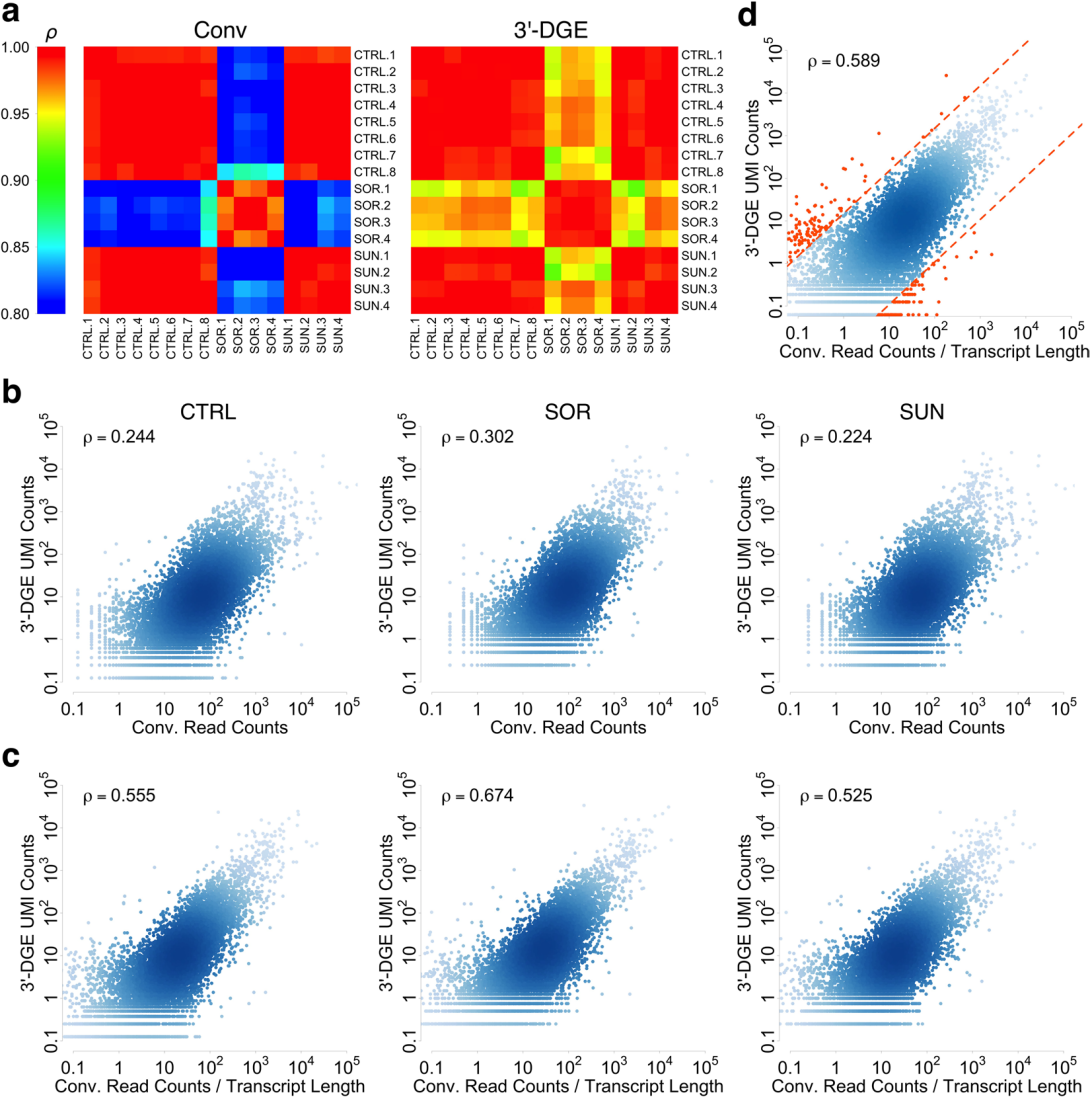
Quantitative Comparison between Conventional (Conv) and 3′-end Digital Gene Expression (3′-DGE) mRNA Sequencing Methods. (**a**) Correlations of the replicate samples from the Conv read counts and 3′-DGE read counts show that the replicate samples obtained by the same method correlate well with each other under each condition. Control (CTRL), Sorafenib (SOR), Sunitinib (SUN). Pearson correlation is used. (**b**,**c**) Quantitative gene-wise comparison between Conv read counts and 3′-DGE UMI counts. Datasets are downsampled to a common read depth of 2.8 million reads, and then gene-by-gene comparisons are made via scatter plots. To generate a reduced UMI count dataset, upon removal of a read count, UMI counts were removed with probability proportional to the ratio between UMI counts and read counts for that gene (accounting for PCR bias). Density of points in scatter plots is indicated by depth of color. Inset text box shows Pearson correlation. In all plots, data are scaled so units are comparable. (**b**) Scatterplots of UMI counts for 3′-DGE versus read counts for conventional, without normalization by average transcript length. There is a general trend of agreement but correlation is low for quantitative agreement. (**c**) Scatterplots of UMI counts for 3′-DGE versus transcript length-normalized read counts for conventional. Quantitative agreement is significantly improved upon this normalization. (**d**) Potential biases of 3′-DGE or Conv techniques. We averaged data from all 16 read depth-normalized samples and defined lines that flank the typical variance in the data to identify genes that have evidence of bias in quantification. Genes falling outside of this range are reported in Tables S5,S6.

We also used such scatter plot analysis to yield insight into potential biases in detection for each technique (Fig. 4d). We first took the average read count values for each gene across all 16 samples, with the thinking that strong biases should largely be sample independent. As a simple and conservative approach, we drew lines parallel to x = y that flank the typical variance in the data, and identified points falling outside of this range (Fig. 4d). 

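MALAT1 had 24290 ± 2443 CPM (SD, n = 8) in controls, RPS23 had 7336 ± 801 CPM and SERF2, with 83.2% unique reads, had 3708 ± 264 CPM, the highest levels among the 165 genes of Table S5, which the study placed on the 3′-DGE side of the scatter. These 165 genes held 5.52% of the unique reads of the 3′-DGE libraries, with a median over genes of 9.44 reads per library. The 98 genes of Table S6, placed on the conventional side, held 0.00394% of the unique reads. The highest mean in that list was 6.75 UMI counts per library, for MMP14, a membrane-bound matrix protease. EDIL3, an integrin-binding matrix protein, had 3.06 UMI counts per library from the 0.572% of its reads that were unique. Of the genes in Table S5, 79 passed the filter and 36 were differentially expressed with sorafenib (14 higher and 22 lower), while none of the genes in Table S6 passed it. The 36 genes were 45.6% of the 79, against 51.5% of all genes tested. The study chose both lists on these samples, so that their counts are descriptions and not independent evidence.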

We identified a small relative number of such genes—165 for 3′-DGE and 98 for conventional (Tables S5,S6). These genes should be interpreted with caution when appearing as differentially expressed in downstream analyses.

### Differential Expression Analysis

The typical endpoint of an mRNA sequencing experiment is testing for statistical significance of differential expression between two or more conditions. There are many software packages available for doing this; here we used EdgeR^26^ (see Methods for specific software settings). Specifically, we compared DMSO vehicle-treated control (CTRL) to either sunitinib (SUN) or sorafenib (SOR) treatment. A typical definition of a “differentially expressed gene” is that which has a false discovery rate (FDR) of lower than 0.1 (Fig. 5a). Both conventional and 3′-DGE data show that sunitinib causes very few genes to be differentially expressed, whereas sorafenib causes differential expression of several thousand genes (Fig. 5a). 

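With sorafenib, CREB5, a transcription factor of the CREB family, rose from 1.64 ± 0.779 CPM (SD, n = 8) to 67.3 ± 26.6 CPM (SD, n = 4), a log2 fold change of 5.27 (standard error 0.31, FDR = 1.54e-15 from edgeR's quasi-likelihood test). The stress-induced transcription factor ATF3 rose 25.9-fold, the mitochondrial RNA helicase SUPV3L1 15.0-fold, the secreted stress protein GDF15 14.3-fold and the lipid droplet protein PLIN2 12.1-fold. The inducible heat shock genes HSPA1B (92.9% unique reads) and HSPA1A (74.6%), which are near-identical copies, rose 13.7-fold and 11.0-fold. DUSP1, a phosphatase of MAP kinases, rose 11.4-fold, PPP1R15A, a phosphatase subunit of the integrated stress response, 10.4-fold and SNHG1, a host RNA of small nucleolar RNAs, 9.34-fold. The smooth muscle actin gene ACTA2 fell from 4834 ± 484 CPM (SD, n = 8) to 311 ± 62.3 CPM (SD, n = 4), a log2 fold change of −3.96 (standard error 0.18, FDR = 1.45e-18 from the same test). The growth factor FGF7, with 57.3% unique reads, fell 16.0-fold, the vasoconstrictor gene EDN1 11.2-fold, leptin (LEP) 9.87-fold, the stretch-responsive gene ANKRD1 8.51-fold and non-muscle myosin MYH10 7.69-fold. The BMP antagonist GREM1 fell 7.19-fold, sarcolipin (SLN) 7.01-fold and the carboxypeptidase CPA4 (89.8% unique reads) 6.93-fold. The fatty acid binding protein FABP4 fell from 39.9 ± 17.6 to 4.11 ± 8.21 CPM, with 16.4 CPM in sorafenib replicate 2 and 0 in the other sorafenib libraries. On the GRCh37 assembly, CREB5 lies on chromosome 7 from 28338940 to 28865511, ACTA2 on chromosome 10 from 90694831 to 90751096, and FGF7 on chromosome 15 from 49715434 to 49780972.

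**Figure D2:**
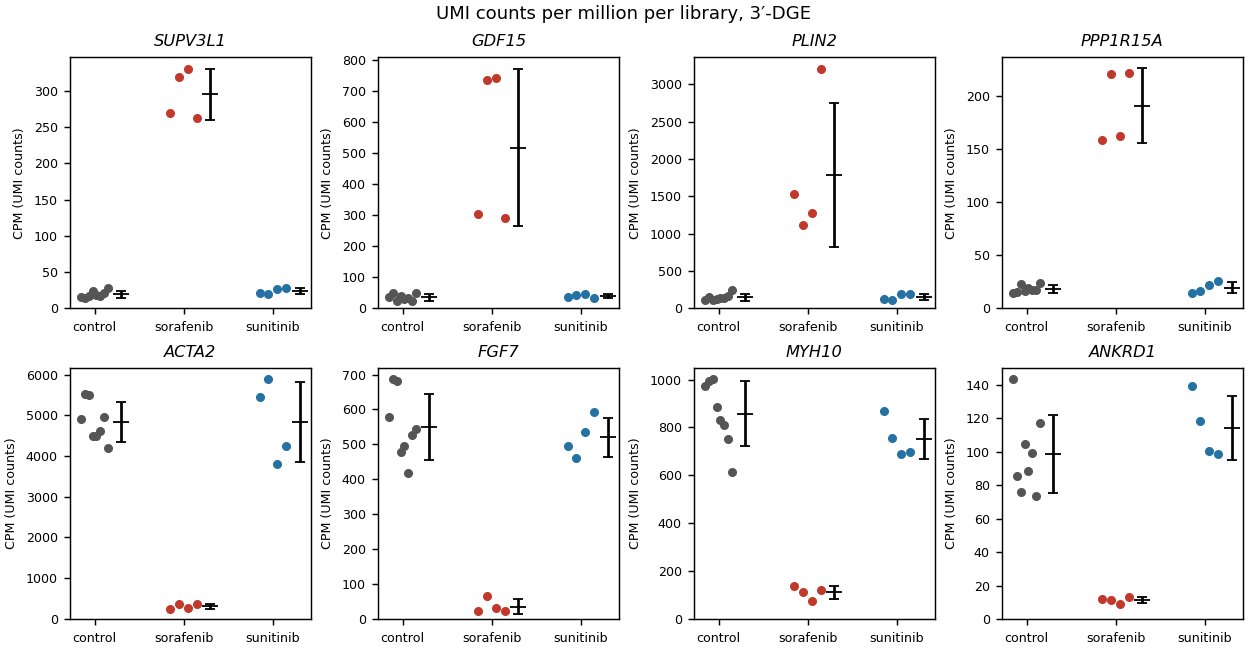
UMI counts per 1000000 counted after TMM normalization (CPM, y axis, each panel from 0) of 4 genes that rose and 4 that fell with sorafenib. Points are single 3′-DGE libraries (8 control, 4 sorafenib and 4 sunitinib) and bars give the mean and SD of each group. All 4 sorafenib libraries lie outside the range of the controls in every panel, which the rule that chose these genes required.

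Of the 7984 genes tested, 4115 (51.5%) were differentially expressed between sorafenib and control, 2166 higher and 1949 lower. Of these, 1230 changed more than 2-fold, 613 up and 617 down. With library size alone in place of TMM factors, the median log2 fold change of all genes was 0.21 instead of 0.02, and the calls split into 2941 higher and 1337 lower. The log2 fold change of the 4115 genes had the same sign within unit 6 for 97.8%, within unit 7 for 93.6% and within unit 8 for 94.0%, where units 7 and 8 hold 1 control each. These genes were called on the same libraries, so that a shared sign is no independent evidence. The share was as high for the 237 genes with an unadjusted p under 0.05 with sunitinib, 97.5% within unit 6 and 93.3% within unit 7, of which none was called by edgeR's quasi-likelihood test. The sorafenib libraries had a lower RNA concentration in the sample labels, 53.7 ± 19.2 ng/µl (SD, n = 4) against 149 ± 52.9 (SD, n = 8) in controls (two-sided exact permutation test, p = 0.00808), with differences of −112 in unit 6, −12.4 in unit 7 and −173 ng/µl in unit 8. The 260/280 ratio in the labels was 1.62 ± 0.135 (SD, n = 4) with sorafenib against 1.76 ± 0.0826 (SD, n = 8) in controls (two-sided exact permutation test, p = 0.0788), with differences of −0.167, −0.165 and −0.07 in units 6, 7 and 8.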

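With sorafenib, most tested genes of smooth muscle contraction, of fibrillar collagens and among the targets of YAP and SRF fell, and most immediate early genes rose. All 14 genes of smooth muscle and myofibroblast contraction that passed the filter, of 16 listed, fell (adjusted p = 6.18e-12 for the list from camera), among them TAGLN 6.55-fold, CALD1, an actin-binding regulator of contraction, 3.41-fold and VCL, a protein of focal adhesions, 3.08-fold. Of 13 targets of YAP and SRF, 11 fell and 2 rose (adjusted p = 2.47e-08), with the cytoskeletal actins ACTB (89.5% unique reads) and ACTG1 5.11-fold and 3.37-fold lower. Of 18 genes of fibrillar collagens and their processing, 14 fell and 1 rose (adjusted p = 1.33e-07). COL1A1 fell from 3912 ± 469 CPM (SD, n = 8) to 607 ± 224 (SD, n = 4), COL3A1 fell 5.83-fold and COL1A2 3.91-fold. Of 11 immediate early genes, 7 rose and 1 fell (adjusted p = 0.00620), including KLF6 4.78-fold, JUN 4.08-fold and JUND 3.29-fold. These 4 lists were also called with an estimated correlation (adjusted p = 0.0776 each). They are not all separate results, since ACTA2, VCL, MYL9 and FLNA are in both the smooth muscle list and the list of YAP and SRF targets. ANKRD1 and TPM1 are in the latter and in the list of cardiac muscle and the sarcomere.

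Other lists were called with the preset correlation alone. Of 19 basement membrane and matricellular genes, 15 fell and 1 rose (adjusted p = 8.21e-06; adjusted p = 0.175 with an estimated correlation), among them THBS1 5.45-fold and COL4A1, a chain of collagen IV, 2.67-fold. Of 15 fibroblast markers, 11 fell and 2 rose (adjusted p = 0.000874; adjusted p = 0.236 with an estimated correlation), with the growth factor receptor PDGFRA 5.58-fold and lumican (LUM) 2.80-fold lower. Of 20 genes of glycolysis, 13 fell and 2 rose (adjusted p = 0.000104; adjusted p = 0.175 with an estimated correlation). LDHA, which makes lactate from pyruvate, fell 4.15-fold and PGK1 3.62-fold. Of 15 heat shock genes, 10 rose and 3 fell (adjusted p = 0.000228; adjusted p = 0.175 with an estimated correlation), with the co-chaperone DNAJB1 8.89-fold and CRYAB 2.83-fold higher. Of 29 genes of ATF4 and the integrated stress response, 16 rose and 6 fell (adjusted p = 0.00698; adjusted p = 0.203 with an estimated correlation), among them the amino acid transporter subunit SLC3A2 8.80-fold and the pseudokinase TRIB3 5.49-fold higher. Of 19 genes of the unfolded protein response, 12 rose and 2 fell (adjusted p = 0.0107; adjusted p = 0.373 with an estimated correlation). HSPA5, the main chaperone of the endoplasmic reticulum, rose from 572 ± 89.8 CPM (SD, n = 8) to 2396 ± 620 (SD, n = 4). Of 17 targets of p53, 10 rose and 2 fell (adjusted p = 0.0107; adjusted p = 0.175 with an estimated correlation), with GADD45A 6.68-fold and the cell cycle inhibitor CDKN1A 2.50-fold higher.

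Only 6 of the 30 genes of cardiac muscle and the sarcomere passed the filter, and 9 of the 30 had no UMI count in any library. Of the 6, 3 fell and 1 rose (adjusted p = 0.0220; adjusted p = 0.133 with an estimated correlation). Tropomyosin (TPM1) fell 2.82-fold and the gap junction gene GJA1 1.98-fold, while MYOZ2, a Z-disc protein, rose from 6.89 ± 3.93 to 50.5 ± 42.1 CPM. The rise of MYOZ2 lay mainly in the libraries of unit 7, with 91.8 and 81.6 CPM in sorafenib replicates 2 and 3, 18.3 in replicate 4 and 10.2 in replicate 1, which is within the range of the controls (up to 14.8 CPM). Of the markers of endothelial, immune, epithelial and adipocyte cells, 10 were tested, too few for a test of their lists, and with sorafenib 7 fell and 3 were not called. Those that fell included the endothelial gene ENG (5.88-fold), CD14 of monocytes (6.89-fold) and the keratin KRT18 (5.23-fold, 73.6% unique reads). Of 11 long non-coding and nuclear-retained RNAs, a list set as a sign of RNA quality, 7 rose and 1 fell (adjusted p = 0.00746; adjusted p = 0.191 with an estimated correlation), with SNHG12 8.93-fold and SNHG8 2.92-fold higher. The list mixes host RNAs of small nucleolar RNAs, such as SNHG12 and SNHG8, with MALAT1, so it does not measure RNA quality alone. MALAT1 lay above every control in 2 of the 4 sorafenib libraries. The paper used only RNA at or above a set integrity score. The sorafenib libraries of unit 7 stood apart from those of units 6 and 8 on several lists, with 10 of the 15 fibroblast markers higher and 9 of the 19 genes of the unfolded protein response and 9 of the 15 heat shock genes lower and 2 higher in unit 7. With an estimated correlation none of the lists differed between these libraries (adjusted p = 0.318 or more from camera). The lists were fixed before the data were examined. Adjusted over the list alone, the counts of 13 of the 18 lists called were the same and those of 5 differed, for example basement membrane genes with 16 lower and cardiac muscle genes with 4 lower.

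**Figure D3:**
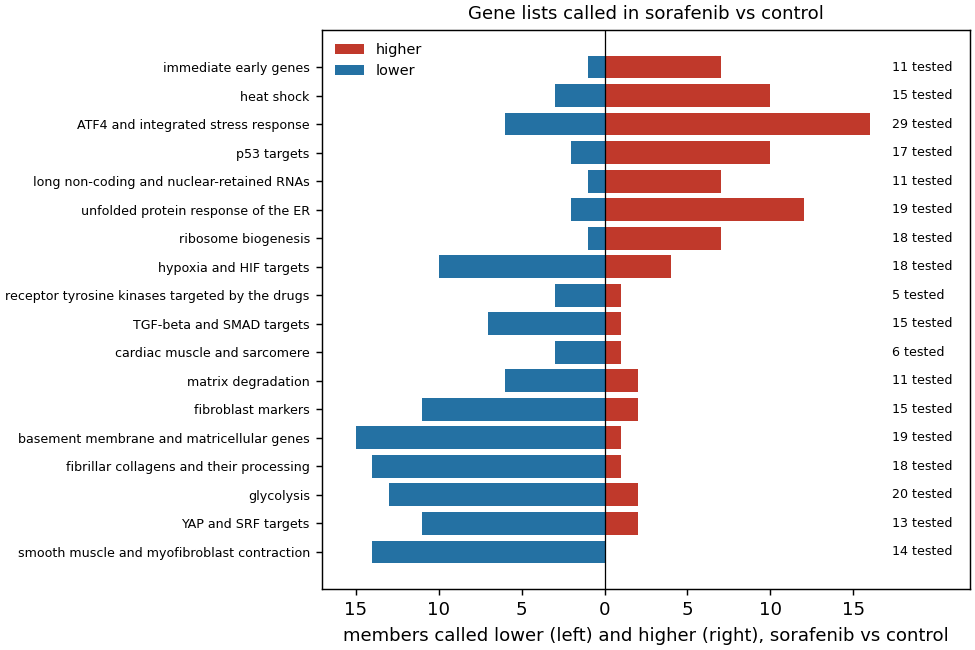
Number of members called lower (left bars) and higher (right bars) with sorafenib for the 18 gene lists called by camera with its preset correlation, ordered by median log2 fold change. The number of members tested is given at the right, and smooth muscle and myofibroblast contraction, at the bottom, has 14 lower and none higher.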

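With sunitinib, ACTA2 had 4844 ± 983 CPM (SD, n = 4), a log2 fold change of 0.00 (standard error 0.14, FDR = 1 from edgeR's quasi-likelihood test). GDF15 had 39.9 ± 5.58 CPM, HSPA5 616 ± 57.5 CPM and COL1A1 3572 ± 194 CPM (SD, n = 4), with log2 fold changes of 0.16 (standard error 0.25), 0.11 (standard error 0.14) and −0.13 (standard error 0.16). Of the 7984 genes, 0 were called by edgeR's quasi-likelihood test, 0 by its exact test and 0 by DESeq2. Each of these tests took the spread of a gene from all 16 libraries, the sorafenib libraries included. An unadjusted p under 0.05 was found for 237 genes (2.97%), fewer than the 5% that chance alone gives for independent genes. A share under 5% does not show that no gene changed. The fit of only the control and sunitinib libraries called 1 gene, VIM, the intermediate filament protein vimentin, with a log2 fold change of 0.52 (FDR = 0.0488). VIM had nearly the same log2 fold change, 0.53, but an FDR of 1 in the fit of all libraries, and is named after its values were seen. Its level was 4747 CPM in sunitinib replicate 3, between 2544 and 2924 CPM in the other sunitinib libraries and between 1905 and 2567 CPM in the controls. In simulated counts with these library sizes, 200 genes with a mean of at least 10 UMI counts were changed at once. Genes changed 2-fold between sunitinib and control were recovered in 85.1% of 67 cases and genes changed 1.5-fold in 44.8% of 67. With fewer genes changed, the cutoff at the same FDR is stricter, so these shares do not hold for a few changed genes. None of the 37 gene lists tested was called (lowest adjusted p = 0.211 from camera, for ATF4 and the integrated stress response). With the investigative unit as a block, 2 lists were called, ATF4 and the integrated stress response higher (adjusted p = 0.00389) and basement membrane genes lower (adjusted p = 0.0341). In the fit without the block, no list was called with an estimated correlation (adjusted p = 0.937 or more from camera). The median log2 fold change of the ATF4 list was 0.08 in that fit. From its prior data, the paper expected large changes with sorafenib and negligible ones with sunitinib, and treats them as positive and negative test cases. From the numbers of differentially expressed genes it states that sunitinib affects very few genes and sorafenib many.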

For the 3,136 sorafenib-associated gene expression changes identified by both conventional and 3′-DGE, there is a strong correlation between the p-values for differential expression (Fig. 5b). However, there are another ~3,600 genes identified as differentially expressed by conventional that are not found by 3′-DGE. The reason for this is a simple statistical power argument due to UMI counting versus read counting. While using UMI counts as the quantification metric in principal improves precision due to removal of PCR bias^15^, at the same time, it reduces effective read depth and therefore statistical power. 

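PLIN2 was counted by 31352 unique reads and 11707 UMI counts over the 16 libraries, and SUPV3L1 by 5554 reads and 1813 UMI counts. Counted as unique reads, 3998 genes were differentially expressed with sorafenib of 10179 that passed the filter, and 3317 of these were also called with UMI counts. Over the same 7984 genes as with UMI counts, unique reads gave 3628 calls, against 4115 with UMI counts. With edgeR's exact test, the test of the paper, the order was the opposite, with 4105 genes called from unique reads and 4058 from UMI counts, each over the genes that passed its own filter. When reads were removed at random until each library's reads equalled its UMI counts, 3119 ± 39.3 genes were called (SD over 3 draws) of about 7490 tested.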

Prior work, however, has shown that if total read depth is normalized to UMI counts (as opposed to read counts), UMI counts do provide improved statistical power and lower false discovery rate^15^. To address the difference in statistical power with our data, we progressively downsampled counts in the two datasets, and then evaluated the number of DEGs (Fig. 5c). Here, counts refers to UMI counts in the case of 3′-DGE, and read counts in the case of conventional RNASeq We found that one needs ~200,000 more counts per sample with 3′-DGE to achieve a similar number of DEGs. 

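With UMI counts removed at random to a fixed number in each library, 662 ± 13.9 genes (SD over 3 draws) were differentially expressed between sorafenib and control at 100000 UMI counts per library, and 1290 ± 14.1 at 200000. The number was 2192 ± 39.3 at 400000, 2806 ± 36.5 at 600000, 3311 ± 45.0 at 800000 and 3732 ± 10.1 at 1000000. Each step of 100000 added more genes than the SD of the draws. Fewer genes passed the filter at low depth, 1583 at 100000 and about 7445 at 1000000 UMI counts. With edgeR's exact test, the test of the paper, 643 genes were called at 100000 and 3665 at 1000000 UMI counts.

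**Figure D4:**
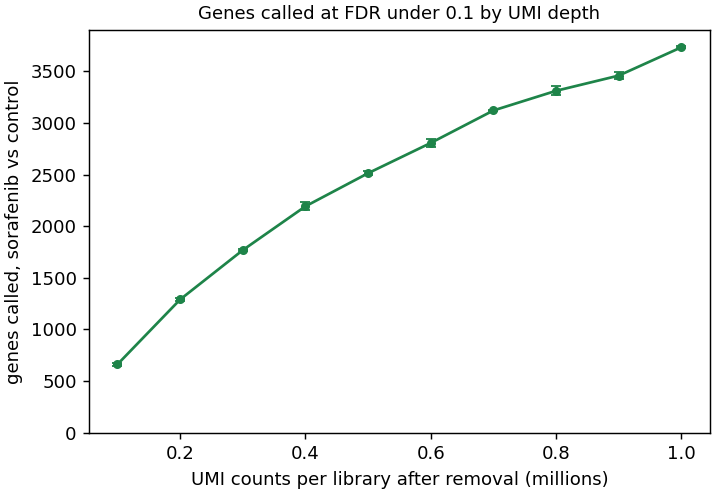
Number of genes differentially expressed between sorafenib and control at an FDR under 0.1 (y axis) against UMI counts per library after random removal, in units of 1000000 (x axis). Points are means and bars SDs of 3 random draws, from 662 genes at the lowest depth to 3732 at the highest.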

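In the 3′-DGE libraries, 2.87 ± 0.101 unique reads (SD, n = 16) were counted per UMI count, from 2.64 to 3.01. The ratio was 2.92 ± 0.0756 (SD, n = 8) in controls and lower with sorafenib, at 2.77 ± 0.0868 (SD, n = 4; two-sided exact permutation test, p = 0.00606). The difference was −0.113 in unit 6, −0.205 in unit 7 and −0.203 in unit 8. With sunitinib it was 2.88 ± 0.0999 (SD, n = 4; exact permutation test, p = 0.424), with differences of 0.0366 in unit 6 and −0.223 in unit 7. In unit 7 both drugs were therefore below the same control library.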

Since on average in our data, ~2-3 read counts gives one UMI count, we estimate that one needs ~500,000 more reads per sample with 3′-DGE to equalize statistical power (as measured by the number of DEGs).

**Figure 5:**
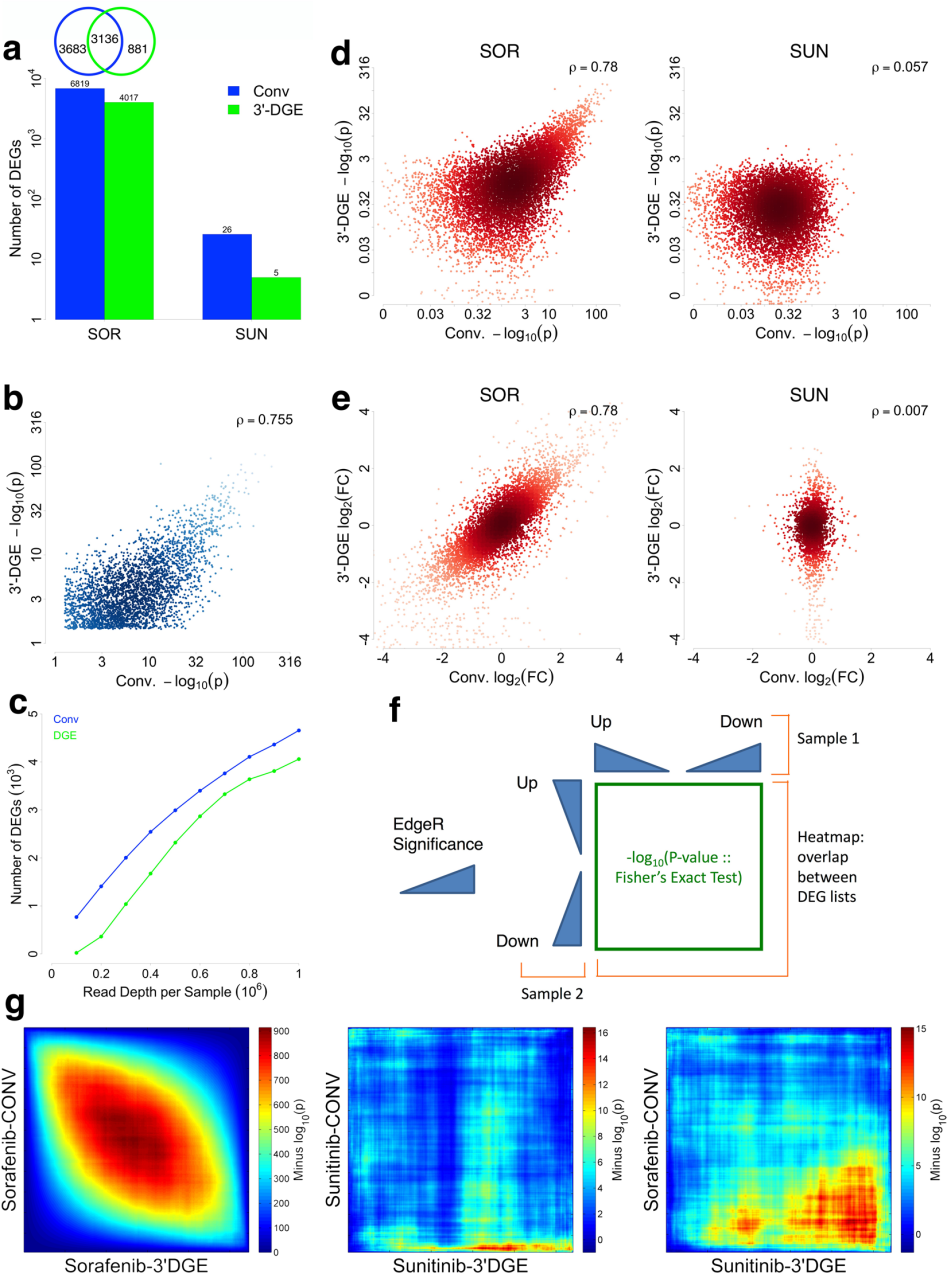
Differential Gene Expression Analysis between Conventional (Conv) and 3′-end Digital Gene Expression (3′-DGE) mRNA Sequencing Methods. (**a**) Control (CTRL) data are compared Sorafenib (SOR) or Sunitinib (SUN) to identify differentially expressed genes (DEGs) using EdgeR for both Conv and 3′-DGE datasets. A gene is defined as differentially expressed using a false discovery rate (FDR) cutoff of 0.1. (**b**) Comparison of statistical significance for the 3,136 shared differentially expressed genes (DEGs) from Sorafenib-treated samples in 3′-DGE and Conv methods with FDR <0.1. The negative base-10 logarithm of the p-value for differential expression is plotted for each technique, with depth of color indicating density of points. Pearson’s correlation coefficient is indicated with the inset text. (**c**) Identification of Differential Expression as a Function of Read Depth. The number of differentially expressed genes (DEGs, FDR < 0.1) was quantified after progressive downsampling of UMI counts from 3′-DGE datasets or read counts from conventional (Conv) datasets (for Sorafenib vs. CTRL). (**d**) Comparison of statistical significance for all genes identified from SOR-treated samples and SUN-treated samples by two methods. The negative base-10 logarithm of the p-value for differential expression is plotted for each technique, with depth of color indicating density of points. The Pearson correlation coefficient is calculated for each treatment. (**e**) Comparison of fold change for all genes identified from SOR-treated samples and SUN-treated samples by two methods. The log base two fold-change is plotted for each technique, with depth of color indicating density of points. The Pearson correlation coefficient is calculated for each treatment. (**f**,**g**) Rank-rank Hypergeometric tests for consistency of differential expression ranking and gene expression signatures. (**f**) All genes for which a p-value for differential expression was calculated were first sorted into up or down regulated genes (as compared to CTRL), and then ranked by statistical significance. The probability of overlap between two different such rank lists was calculated with Fisher’s Exact Test (aka hypergeometric test), and visualized with a heatmap, for all combinations of list cutoffs. (**g**) Pairwise comparisons of SUN- and SOR-treated data for 3′-DGE and conventional. SOR-treated samples show much higher relative statistical significance, as expected, because only SOR induced large changes in gene expression. Note the difference in p-value scales across the three panels, which indicate the relative statistical significance of the results.

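Set directly against sunitinib, sorafenib lowered ACTA2 by a log2 fold change of −3.96 (standard error 0.19, FDR = 9.94e-18 from edgeR's quasi-likelihood test) and raised SUPV3L1 by 3.62 (standard error 0.17, FDR = 9.94e-18 from the same test). HSPA5 was higher, with a log2 fold change of 1.96 (standard error 0.17), and COL1A1 lower, with −2.55 (standard error 0.19). In this comparison 3655 genes were differentially expressed, 1951 higher and 1704 lower with sorafenib. Over the 7984 genes, log2 fold changes against control had an SD of 0.77 with sorafenib, with the 5th and 95th percentiles at −1.20 and 1.20. With sunitinib the SD was 0.21 and these percentiles were −0.38 and 0.32. The log2 fold changes of the 2 drugs had a correlation of 0.128 across genes and a covariance of 0.0173. Both share the same controls. All 16 libraries were also simulated at the mean levels of the controls, without a drug effect. Set against the simulated controls, the 2 simulated drug groups gave a correlation of 0.326 ± 0.0120 and a covariance of 0.0150 ± 0.000660 (SD over 20 simulations). Since the real fold changes with sorafenib include an effect, that correlation cannot be compared with 0.128. With the controls split between the drugs, the correlation was 0.0271 on average over 70 splits, from −0.0475 to 0.0591.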

An alternative way of analyzing differential expression is to forgo strict FDR cutoffs and instead analyze trends visible from all 10,121 genes with defined p-values for differential expression. An expected cone-shape that falls along the x = y line is observed as statistical significance varies from weak to strong, consistent with the above hypothesis and further suggestive of concordance between the techniques (Fig. 5d). This concordance is also evident from the strong agreement between the log_2_-fold changes for differential expression from each technique (Fig. 5e). This strongly suggests the biological conclusions drawn from either technique will be concordant. Lastly, we ranked the entire list of 22,811 genes for each mRNAseq technique and drug, and then analyzed their overlap via the rank-rank hypergeometric test^27^ (Fig. 5f,g). Each spot in the heatmap represents the relative statistical significance of overlap between the genes in the ranked list up to that point, starting from the top left corner, via Fisher’s exact test. To distinguish between up and down regulation, we signed the p-value accordingly, placing down-regulated genes with high statistical significance at the bottom of the list (Fig. 5f). As expected, the ranked lists for sorafenib-treated samples from conventional and 3′-DGE show agreement that is more statistically significant than that of the sunitinib-treated samples (indicated by the red color down the diagonal). Likewise, cross comparison between treatments and sequencing type also yield less agreement as expected. We conclude that conventional and 3′-DGE mRNAseq techniques generate highly similar signatures of gene expression for both up and down-regulated genes.

### Comparison of 3′-DGE and Conventional with An Independent Dataset

Can we expect the agreement between 3′-DGE and conventional mRNAseq results to be similar for other datasets? We attempted to answer this question by taking a similar experimental design approach with a different set of RNA, this time from induced pluripotent stem cell (iPSC) lines created from control individuals or those that had a mutation for and clinical presentation of spinal muscular atrophy (SMA), where slightly different random primed library preparation and sequencing approaches were employed (see Methods). SMA is a childhood early onset motor neuron disease^28,29^ where symptoms can be observed as early as 3 months or up to 2-3 years of age. The disease is typically caused by mutations in the SMN1 (Survival Motor Neuron 1) gene, however disease severity varies based on numbers of copies of the related SMN2 gene. As SMN genes control critical RNA biogenesis processes during early development^29^, we anticipate differential gene expression changes even at the iPSC stage without subsequent differentiation. For these analyses, two SMA subject clonal lines and three control lines, with varying numbers of growth replicates, were compared. Growth and disease replicates were combined for comparisons to generate the differentially expressed gene lists conventional mRNAseq and 3′DGEs. While this is not a traditional replicate approach for differential expression analysis, the mixed basis of the samples would only serve to increase sample-to-sample variability, and thus conclusions about consistency of differential expression can be considered as a lower bound that would only improve with other replication designs.

First, we analyzed sensitivity to detect gene expression as a function of read depth. We observed similar results as before, with conventional having higher sensitivity, detecting ~15% more genes (Fig. 6a), albeit now with both techniques having a higher level of overall detection as compared to the previous dataset. This could be due to different RNA preparation techniques used (TRIzol vs. Qiagen RNAeasy). We observed significant correlation between counts on a gene-by-gene level that again was greatly improved by normalizing conventional data by transcript lengths (Figs 6b,c and S8). Because of the statistical power properties associated with UMI counting discussed above, it is not appropriate to look at strict FDR cutoffs to analyze the number of differentially expressed genes. Alternatively, we analyzed statistical significance (Fig. 6d) and log_2_ fold changes (Fig. 6e) for differential expression and found they were correlated well, and also similarly as before with sorafenib-treated samples. This leads to the resulting ranked gene signatures of differential expression again being highly concordant between the two techniques (Fig. 6f). Thus, we conclude that agreement reported here between 3′-DGE and conventional approaches is likely to be seen across many sample types, as well as across variations of conventional random primed methods.

**Figure 6:**
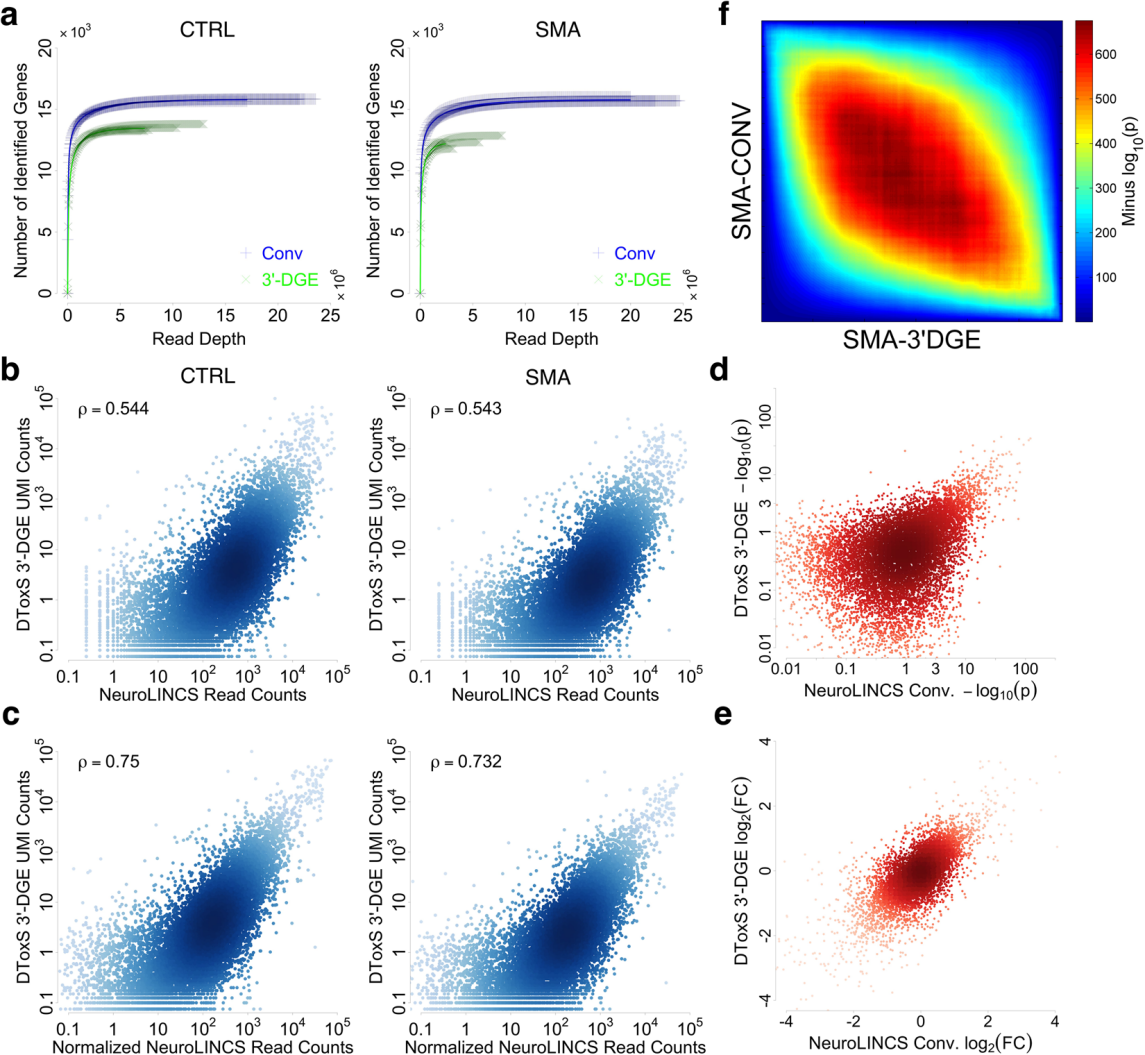
Comparison between Conventional (Conv) and 3′-end Digital Gene Expression (3′-DGE) mRNA Sequencing Methods with an Independent Dataset. (**a**) Sensitivity of gene detection by two methods. Gene-wise reads are removed from every sample in a probability proportional to the abundance of the gene in a sample, to generate a set of the number of identified genes over a range of simulated read depths. The curves for individual replicate samples are shown with the thinner points, showing in general low variability. The average is shown with the solid line. (**b**,**c**) Quantitative gene-wise comparison between two methods. Density of points in scatter plots is indicated by depth of color. Inset text box shows Pearson correlation. In all plots, data are scaled so units are comparable. B. Scatterplots of UMI counts for DToxS’ 3′-DGE versus read counts for NeuroLINCS’ conventional, without normalization by average transcript length. CTRL or SMA refer to the genetic status of the iPS cells (see Methods). (**c**) Scatterplots of UMI counts for DToxS’ 3′-DGE versus transcript length-normalized read counts for NeuroLINCS’ conventional. (**d**,**e**) Comparison of statistical significance (**d**) or fold-change (**e**) for all genes identified from SMA samples by DToxS’ 3′-DGE method and NeuroLINCS’ Conv method. (**d**) The negative base-10 logarithm of the p-value for differential expression is plotted for each technique, with depth of color indicating density of points. **(e)** The log base two fold-change is plotted for each technique, with depth of color indicating density of points. **(f)** Rank-rank Hypergeometric tests for consistency of differential expression ranking and gene expression signatures. All genes for which a p-value for differential expression was calculated were first sorted into up or down regulated genes (as compared to CTRL), and then ranked by statistical significance. The probability of overlap between two different such rank lists was calculated with Fisher’s Exact Test (aka hypergeometric test), and visualized with a heatmap, for all combinations of list cutoffs. Shown here are lists from SMA vs. control for 3′-DGE and conventional.

## Methods

### Cell Culture and RNA Isolation

We used a commercially available cell line to compare the two sequencing methods. Detailed SOPs for culture and RNA isolation are available on our website (www.dtoxs.org) as DToxS SOP CE – 1.0: PromoCell Cardiomyocyte Subculture, DToxS SOP CE – 2.0: PromoCell Cardiomyocyte Plating for Drug Test, DToxS SOP CE – 4.0: Drug Treatment and Cell Lysis, and DToxS SOP A – 1.0: Total RNA Isolation.

Briefly, primary adult human cardiomyocytes (PromoCell, Heidelberg, Germany; Cat: C-12810, Lot: 3042901.2) were subcultured according to manufacturer’s instructions using antibiotic-free myocyte growth medium (PromoCell, Cat: C-22170) supplemented with a mix of 5% fetal calf serum, 0.5 ng/ml EGF, 2 ng/ml FGF, and 5 μg/ml recombinant human insulin (PromoCell, Cat: C-39275). We differentiated fully confluent cells for four weeks under serum starvation and treated cells with DMSO vehicle (Control, CTRL), 2.5 μM sorafenib (SOR), or 0.1 μM sunitinib (SUN) for 48 hours. Total RNA was extracted using TRIzol (Life Technologies, Cat: 15596018). RNA concentration was measured by Qubit 3.0 fluorometric quantitation using the high sensitivity RNA kit (Life Technologies, Cat: Q32852), and RNA quality was assessed by Fragment Analyzer using high sensitivity RNA analysis kit (Advanced Analytical Technologies, Cat: DNF-472). Only the RNA samples that have passed the quality control step with RNA integrity number (RIN) score of 7.0 or above were used. 200 ng of RNA for all samples were then transferred onto a skirted 96-well PCR plate (Eppendorf, Cat: 951020401) at a normalized concentration of 10 ng/μL.

### 3′-DGE Library Preparation

The RNA-seq libraries were prepared according to the Single Cell RNA Barcoding and Sequencing method originally developed for single cell RNA-seq (SCRB-seq; ref.^30^) and adapted to extracted total RNA. Briefly, Poly(A)+ mRNA from extracted total RNA were converted to cDNA decorated with universal adapters, sample-specific barcodes and unique molecular identifiers (UMIs) using a template-switching reverse transcriptase. Decorated cDNA from multiple samples were then pooled, amplified (10 PCR cycles) and prepared for multiplexed sequencing using a modified transposon-based fragmentation approach that enriched for 3′ ends and preserved strand information. A detailed SOP is available at www.dtoxs.org (DToxS SOP A – 6.0: High-throughput mRNA Seq Library Construction for 3′ Digital Gene Expression (DGE)).

### Conventional Random Primed Library Preparation

Conventional sequencing libraries were prepared using 200 ng of total RNA and the TruSeq RNA Library Prep Kit (Illumina, Cat: RS-122-2001) per manufacturer’s instructions, with mRNA was enriched via poly-A-selection using oligoDT beads. RNA was then thermally fragmented and converted to cDNA, adenylated for adaptor ligation and PCR amplified (15 cycles). Prior to sequencing, quality and concentration of the cDNA library was confirmed using Agilent Bioanalyzer and Qubit fluorometric quantitation.

### Sequencing using Illumina HiSeq Platform

Both the random primed and 3′-DGE libraries were sequenced using the Illumina HiSeq. 2500 platform. cDNA libraries were loaded onto Illumina flowcells using the Illumina c-Bot, and conventional libraries were sequenced with 100 nucleotide paired-end reads per manufacturer’s instruction, whereas 3′-DGE used a custom paired end protocol with 26 bp on the first read, and 46 on the second. Detailed SOPs for the 3′-DGE sequencing are available on www.dtoxs.org as described above.

### iPSC Cell Culture, RNA Isolation and Conventional Sequencing with iPSC Data

Human iPSCs were generated using episomal reprogramming and validated using quality control methods, including Pluritest, G-band karyotype analysis and Short Tandem Repeat identity test assays as described previously^29^. iPSCs were maintained in 6-well tissue culture plates coated with Corning Growth Factor Reduced Matrigel Matrix (Cat # 354230). iPSCs were passaged every 7 days or when the cultures reached 80–90% confluency using the StemPro EZPassaging Tool (Life Technologies, Cat # 23181010). To prepare cells for cell pellets, each iPSC line was seeded into two 6-well plates at a 1:6 dilution and allowed to reach ~80% confluency (approximately 1.5 to 2 ×10^6^ cells per well). On the day of collection, any visible spontaneous differentiation was removed using a pipette tip. The spent media was then aspirated and the cells were rinsed with chilled PBS. 1 ml of chilled PBS was added to each well and the cells were lifted gently from the plate using a Corning cell scraper (Cat # CC3010). Two wells from each plate were pooled together into a chilled 15 ml conical and labeled as replicate #1. This was repeated until three replicates were collected per sample. Each replicate was then evenly distributed into 5 chilled 0.5 ml Eppendorf tubes. The Eppendorf tubes were labeled with the cell line name, passage number, collection date and replicate number. Cells were then pelleted by centrifuging each sample for 5 minutes at 1000 rpm. The PBS was aspirated and the cell pellets were then flash frozen by briefly submerging each tube in liquid nitrogen. The samples were sent for RNA preps and sequencing. Full details relating to Control and SMA cell lines are also available at http://lincsportal.ccs.miami.edu/dcic-portal/.

Total RNA were isolated using the Qiagen RNeasy Kit and QIAshredder. RNA QC were analyzed on the Agilent 2100 Bioanalyzer which indicated that all RIN values were 10. RNA-Seq libraries were made with 1 ug of RNA using the Illumina non-stranded TruSeq mRNA v2 protocol. Libraries were quantified using the KAPA library quant kit and sequenced on the HiSeq. 2500 using 100 cycles across three lanes to obtain paired-end reads 100 base pairs in length.

### Defining and Alignment to Reference Genome

For the conventional method, we obtained the RefSeq genome sequence file (hg19) from the UCSC website (http://hgdownload.cse.ucsc.edu/downloads.html#human). We created the gene annotation file by downloading a list of RefSeq genes from *Table Browser* (http://genome.ucsc.edu/cgi-bin/hgTables) and then converting it to the GTF format using *genePredToGtf* (http://hgdownload.cse.ucsc.edu/admin/exe). For 3′-DGE, we mapped the reads using BWA on the mRNA RefSeq FASTA files downloaded from UCSC hg19 (RefSeq) for which we trimmed the homopolymers of A occasionally present at the end of the full mRNA transcripts. There are a common set of 22,081 genes which we used as a basis of comparison between the two techniques throughout the manuscript (Table S1). We used STAR (Dobin *et al*. 2013) with the default parameter settings to align the conventional mRNAseq data (PromoCell cardiomyocytes) to the reference described above, and then counted the number of the sequence fragments uniquely aligned to each gene by the *featureCounts* program from a sequence alignment suite *Subread* using the UCSC reference gene annotation. For 3′-DGE data, a custom python script is used (available upon request and from GEO). First, reads are aligned using BWA, and counts of specifically or non-specifically aligned reads (i.e., aligning to one or more than one gene with high confidence) are calculated. Next, the number of distinct unique molecular identifier (UMI) sequences embedded in those aligned reads are counted, giving the UMI counts.

We compared alignment of 3′-DGE data using both annotations, and found good correlation on the level of read counts (Fig. S10). There are two classes of differences we observed. 

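EEF1A1, a translation elongation factor, had 21498 ± 1610 CPM (SD, n = 8) in controls, RPL41, a protein of the large ribosomal subunit, 15967 ± 901 CPM and RPL3 9903 ± 657 CPM, the highest levels in Table S8. In the deposited counts, made with the mRNA RefSeq annotation, the 67 genes of that table held 690995 ± 140351 unique reads per library (SD, n = 16), from 458925 to 1031452, or 18.0% of all unique reads. Of the 67 genes, 48 had a unique share of at least 90%. With sorafenib 8 rose and 16 fell at an FDR under 0.1, and none was called with sunitinib by edgeR's quasi-likelihood test. Those called with sorafenib were 35.8% of the 67, against 51.5% of all genes tested. The study chose the list on these samples, so that these counts are not independent evidence.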

First, there are a group of 67 genes that are highly expressed in both, but are consistently more readily aligned to using the mRNA RefSeq annotation (new Supplementary Table S8). These genes cause on average ~500,000 more read counts per sample (Fig. S11). Second, there are a group of 32 genes that are lowly to moderately expressed, but are not readily aligned to in the mRNA RefSeq annotation (see Supplementary Table S9). Both sets of genes should be interpreted with caution when using the 3′-DGE approach.

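TUBA1A, an alpha tubulin gene with 34.8% unique reads, had 449 ± 33.0 CPM (SD, n = 8) in controls and 106 ± 17.2 CPM (SD, n = 4) with sorafenib, a log2 fold change of −2.08 (standard error 0.13, FDR = 1.44e-14 from edgeR's quasi-likelihood test). PCNP, a nuclear protein, had 237 ± 16.3 and 188 ± 40 CPM, and the pseudogene SBDSP1, with 32.1% unique reads, 54.1 ± 8.57 and 76.0 ± 4.44 CPM. These are the most abundant of the 32 genes of Table S9 in the deposited counts. The 32 genes held 3428 ± 669 unique reads per library (SD, n = 16), with a median unique share of 32.2%, and all 32 had at least 4 unique reads in every library. With sorafenib, 12 rose and 6 fell at an FDR under 0.1. Those called were 56.25% of the 32, against 51.5% of all genes tested. The study chose this list on these samples, so that its counts describe it and are not independent evidence.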

### Computational Downsampling of Sequencing Depth

To compare datasets on an equivalent sequencing depth basis, we computationally removed read counts with an iterative algorithm (Figs S4,S5). First, all genes with very low expression are removed (<4 read counts). Then, a particular gene is randomly selected with probability proportional to its count representation amongst all genes, and a read is removed from this gene. We removed UMI counts from the selected gene probabilistically, according to the ratio of UMI counts to read counts (always less than one, and a gene-specific estimate of PCR bias). The process is repeated using probabilities estimated at the first iteration until all read counts are removed. We performed the process 16 times for each sample to ensure the stochastic nature of removal did not affect our results (Fig. S6).

### Differential power to identify specific biological processes

To determine the ability of the different mRNAseq methods to identify particular biological processes in the GO biological process ontology, we conducted a power analysis. We assumed the enrichment analysis was conducted using a Fisher’s exact test and the comprehensive GO Biological Processes ontology (5192 processes). The power calculation function for the Fisher’s exact test in the statmod R package was used for this purpose. A significance criterion of 0.05 was used. We focused on two cases. First, we specifically focused on genes uniquely associated with the UCSC (4270 genes) and the Broad reference (1084 genes). For both reference gene lists we determined the processes that were associated with a power > 0.8 while the remaining reference gene list had a power < 0.8 (Table S7). It should be noted that this approach can be considered conservative, because the genes that were shared between the two references were not taken into account in this analysis. Second, we specifically focused on genes that were detected across the cardiomyocyte data for each technique. For each individual sample that was sequenced using both methods, we determined the number of genes for which a count > 0 was obtained, i.e. that could be detected using both the conventional or 3′-DGE method. After calculating the power to detect a biological process we calculated the mean power to detect each of the biological processes in the GO Biological Processes database, for each of the two methods, looking for power loss (Fig. S9).

### Data Normalization

For conventional data, we divided read counts by the average transcript length. These lengths were obtained from http://genome.ucsc.edu/cgi-bin/hgTables, by summing the length of all exons in a transcript into a transcript length, and then averaging this transcript length across all transcripts of each gene.

### Differential Expression Analysis

We performed differential expression analysis for the cardiomyocyte data with edgeR^26^ starting with tables of counts for any technique. Differential expression analysis consists of the following steps within edgeR: normalization by trimmed mean of M-values^31^, empirical Bayes estimation of sample dispersion^32^, and exact test for negative-binomial sample comparison^33^. A detailed standard operating procedure (SOP) document is available at www.dtoxs.org, and all code is available upon request.

### Rank-rank hypergeometric test

The significance of the overlap between two lists of differentially expressed genes (DEGs) was calculated using the rank-rank hypergeometric test^27^. First, for all genes, we calculated the negative log_10_ of the p-value for differential expression (−log_10_*p*), and multiplied by negative one if a gene was downregulated. Genes were ranked by signed −log_10_*p*, placing the most significantly up-regulated genes at the top and the most significantly down-regulated genes at the bottom of the list. The number of overlapping genes of the top *x* genes of one list and the top *y* genes of the other was counted at every 10^th^ *x-y* combination, and Fisher’s exact test was used to calculate significance of the overlap. If the overlap was greater than expected the right-tailed Fisher’s Exact test was used, otherwise the left-tailed Fisher’s exact test was used. The resulting heatmap of p-values from Fisher’s Exact text was visualized with the MATLAB function imagesc.

### Data Access

All the read counts datasets used in this study can be accessed at the DToxS website (https://martip03.u.hpc.mssm.edu/xiong_paper/mRNAseq-Counts-Datasets.R20170117.html), and are also deposited on GEO (GSE98432—see README text files in the SubSeries pages for detailed information). In the Conv group of the NeuroLINCS-DGE-Conv datasets, the read counts table is adapted from the level-3 normalized dataset (Dataset ID: LDS-1355, http://lincsportal.ccs.miami.edu/datasets/#/view/LDS-1356), by extracting the read counts of a common set of genes shared between the datasets from both sequencing methods.

## Electronic supplementary material

Supplemental Figures

Supplementary Dataset S1-S9

How the deposited data were processed for this re-analysis (not part of the article)

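The expression of genes was measured by 3′-DGE in 16 libraries of cultured human cardiomyocyte-like cells, 8 treated with vehicle, 4 with sorafenib and 4 with sunitinib for 48 h. The treatment, the investigative unit and the RNA measurements of each library were taken from the sample labels. Sorafenib is given as 2.5 µM in the paper and as 1 µM in the labels, and sunitinib as 0.1 µM in both. The conventional libraries were not analysed, so statements that set the 2 techniques side by side have no values here.

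According to the README that the authors deposited, the gene counts were made by aligning reads with BWA 0.7.12 to the mRNA RefSeq sequences of hg19, with terminal poly(A) trimmed, and counting reads per gene with a custom python script. Before deposition the authors made 3 tables of raw counts from these alignments, which hold the distinct UMIs among uniquely aligned reads, the uniquely aligned reads, and the uniquely and multiply aligned reads together. Each table has 23895 genes and 16 libraries. All values were whole numbers, differed in their sums between libraries and had not been scaled for depth, and no read count was below the UMI count of the same gene and library. Libraries held between 1061970 and 1911544 UMI counts and between 2865192 and 5583287 unique reads.

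Differential expression was tested on UMI counts with edgeR 4.0.16 (R 4.3.3), using TMM factors, the filter filterByExpr on the 3 groups and the quasi-likelihood F test in a fit of all 16 libraries with 3 groups. This fit had no term for the investigative unit, which was a block in an alternative. A gene was called at a Benjamini-Hochberg adjusted p (FDR) under 0.1. The contrasts were sorafenib against control, sunitinib against control and sorafenib against sunitinib. Folds were computed from the fitted log2 fold changes, standard errors are those of the log2 fold changes, and CPM are UMI counts per 1000000 counted after TMM normalization. On simulated counts with the spread and the library sizes of these data, in which 200 genes were changed, the sorafenib contrast recovered 38.8%, 85.1% and 100% of the genes changed 1.5-fold, 2-fold and 4-fold, where the changed genes had a mean of at least 10 UMI counts. Unchanged genes made up 8.59% of its calls, 10.1% of those with sunitinib against control and 14.3% of those with sorafenib against sunitinib (23 of 161 calls). Each contrast was simulated 1 time, so a share above 0.1 does not show that the FDR is exceeded on average. Far fewer genes were changed in the simulation than were called with sorafenib in the real data.

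There were 42 gene lists, fixed from textbook knowledge before the data were examined, and 37 with at least 5 tested members were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2, with its preset correlation of 0.01 and with an estimated correlation. Members called were counted over all genes tested and adjusted over the list alone. Genes were named by a rule fixed before the data were examined. They were the 10 genes with the largest rise and the 10 with the largest fall with sorafenib, among genes called with a mean of at least 20 CPM in which every sorafenib library lay beyond every control, up to 4 called members of each list with the lowest adjusted p, and the 3 members of each table of the study with the highest mean count. All genes called with sunitinib were also to be named. Other genes named as examples, such as those with few unique reads, were chosen after their values were seen. Y-linked genes and the gene of X inactivation were left out of the names.

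The unique share of a gene was the sum of its unique reads over the sum of all its aligned reads in the 16 libraries, for genes with at least 4 reads in sum. For the detection curves, genes under 4 reads in a library were left out first. The curves gave the expected number of genes with at least 4 reads after random removal of reads, in steps of 100000 reads, and Michaelis-Menten curves were fitted by least squares to the mean of each group (python 3.11.15, numpy 2.4.6, scipy 1.17.1). Correlations of libraries were computed on reads removed at random to the lowest total, 2865192. Counts were removed at random 3 times for each UMI depth, with fixed seeds. Totals, ratios and labels were compared between groups with two-sided exact permutation tests over all 495 splits, where the smallest possible p is 0.00202. These tests treated the libraries as independent and did not take the investigative units into account. Gene coordinates are on GRCh37.

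The alternatives were DESeq2 1.42.0, edgeR's exact test, RLE and upper quartile factors, library size alone, no filter or at least 10 UMI counts in every library, both kinds of read counts, an FDR under 0.05, fits of the 2 groups compared, blocks for the investigative unit, a replicate block, genes with under 90% unique reads left out, and each library left out in turn. DESeq2 and the exact test took the scaling and the spread from all 16 libraries. For detection, read minimums, depth grids and the unit were varied, and for correlations the scale, the unit and the most abundant genes. Tables S1 and S3 are held only in part and were not used, and no gene list was taken from them.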

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

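In this part, the removal of the trend with transcript length was added after the data were seen, and the tests of a difference shared by all libraries of unit 7, of a weaker response to sorafenib in unit 7 and of the 2 explanations as the whole cause were chosen after the result was seen.

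Genes outside those the paper discusses moved together with sorafenib. The median log2 fold change was −1.84 over 14 genes of smooth muscle and myofibroblast contraction, −1.62 over 13 targets of YAP and SRF, −0.94 over 18 genes of fibrillar collagens and their processing, and 1.71 over 11 immediate early genes. These are the lists called by camera with the preset and with an estimated correlation, and the paper does not report them. The lists of contraction and of YAP and SRF targets share members, such as ACTA2 and VCL.

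Single libraries far from the others of their group were found for 4 of 81 groups of values tested, where chance alone gives about 4.05. The values were measures of the libraries, such as depth, and the CPM of the 20 genes named for the largest changes with sorafenib. The naming rule had required every sorafenib library of these genes to lie beyond every control. Other genes were not checked for such libraries. PLIN2, a lipid droplet gene, had 243 CPM in control replicate 8 and between 107 and 169 CPM in the other controls. FABP4, a fatty acid binding protein, had 16.4 CPM in sorafenib replicate 2 and 0 in the other sorafenib libraries. Sorafenib replicate 4 had 2.64 unique reads per UMI count, where the other sorafenib libraries had 2.81. In sunitinib replicate 2, 89.9% of the aligned reads were unique, where the other sunitinib libraries had between 90.2% and 90.3%.

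When the sorafenib libraries of unit 7 were set against those of units 6 and 8, camera called 12 of 37 gene lists, and none with an estimated correlation. Higher in unit 7 were 37 of 39 cytosolic ribosomal proteins (adjusted p = 1.32e-14; adjusted p = 0.318 with an estimated correlation), 20 of 33 genes of oxidative phosphorylation (adjusted p = 1.04e-05; adjusted p = 0.435 with an estimated correlation), 10 of 15 fibroblast markers (adjusted p = 0.000358; adjusted p = 0.318 with an estimated correlation) and 9 of 23 proteasome genes (adjusted p = 0.00330; adjusted p = 0.435 with an estimated correlation). Lower were 9 of 19 genes of the unfolded protein response (adjusted p = 0.00383; adjusted p = 0.318 with an estimated correlation) and 9 of 15 heat shock genes, of which 2 were higher (adjusted p = 0.00862; adjusted p = 0.352 with an estimated correlation). The lists of lysosome and autophagy, mitochondrial ribosomal proteins and basement membrane genes were higher, and those of ERK targets, RAF and MAP kinase pathway members and ion channels lower, with adjusted p between 0.0267 and 0.0851.

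The effect of sorafenib differed between unit 7 and the other units for 716 genes, 480 higher and 236 lower, in a test of the interaction with edgeR in which unit 7 has 1 control. When the sorafenib libraries of unit 7 were set against those of units 6 and 8, 1957 genes differed, 1134 higher and 823 lower, with median transcript lengths of 1120 nt and 2625 nt. A difference that all libraries of unit 7 share is argued against by the sunitinib libraries, where units 7 and 6 differed in 9 genes, 0.460% of that number. A trend of the counts with transcript length as the whole cause is argued against by the 1383 genes called with the trend removed. A weaker response was assessed only for the 1113 of these genes that were also called with sorafenib against control. As the whole cause it is argued against by the 28.0% of the 1113 that lay farther from the control mean in unit 7. As a part of the cause, each explanation was left undecided. Without the trend with length, 1128 of the 1808 genes with an annotated length (62.4%) were still called in the same direction. Of the 1113 genes, 72.0% lay nearer to the control mean in unit 7. Both values lie between the bounds set for them.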

How the results depend on the processing

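The removal of trends with transcript length or GC content, the fits without sorafenib libraries of unit 7 or of units 6 and 8, and the detection minimum of 4 reads before and 1 read after removal were chosen after the data were seen.

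With sorafenib, between 2858 and 4885 genes were called under all alternatives (3792 to 4398 with 1 library left out), each within 1.5 times of 4115, and sorafenib against sunitinib gave 3356 to 4054 genes with 1 library left out. Of 5572 values of 161 named genes under 35 alternatives, 5427 kept direction and side of the threshold and 140 no longer passed it. Direction reversed for RPL18 without sorafenib replicate 2 (−0.10) and without the sorafenib libraries of unit 7 (−0.18), for RPS15 without those of unit 7 (−0.03), and for RPL27 (0.013) and ITPR1 (−0.40) without those of units 6 and 8. With 1 library left out, the log2 fold change of RPL18 ranged from −0.10 to 0.98 around 0.73. The cause was not tested. Of 537 values of the 18 gene lists, 512 stayed called and 25 did not, 11 of them for matrix degradation, which was lost without control replicate 4, 5 or 7 and without sorafenib replicate 2 or 3 among others. Receptor tyrosine kinases were lost under 7 settings (without control replicate 1 and sorafenib replicates 2 and 3 among them), hypoxia under 3 (without sorafenib replicate 2 among them), and the lists of TGF-beta, long non-coding RNAs, ribosome biogenesis and the unfolded protein response under 1 each.

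With sunitinib, 1 gene was called in the fit of only the 2 groups compared, 1 without the sorafenib libraries of unit 7 and 1 without those of units 6 and 8, which was VIM each time, and 0 with any 1 library left out. Of the gene lists, 1 was called with at least 10 UMI counts in every library, 2 with the investigative unit as a block, 2 with units 6 to 8 and the block, 2 with the replicate block and 0 to 2 with 1 library left out. In the main fit none was called with an estimated correlation (adjusted p = 0.937 or more from camera). ATF4 and the integrated stress response was called without control replicate 2 (adjusted p = 0.0814), control replicate 8 (0.023) and sunitinib replicate 1 (0.043), and smooth muscle contraction without control replicate 8 (0.0777), sunitinib replicate 1 (0.043) and sunitinib replicate 2 (0.0192). The cause was not tested. With sorafenib, 3444 genes were called with the replicate block. The replicate number in the labels showed little pairing, since residuals of libraries with the same number had correlations of 0.151, 0.184, 0.0463 and 0.0654 between control and sorafenib, 0.0284, −0.032, 0.0402 and −0.0387 between control and sunitinib, and −0.0569, −0.0269, 0.00589 and −0.0344 between sorafenib and sunitinib.

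The detection curve depends on the minimum and on the depths fitted. Vmax and Km for control were 13132 and 115892 with at least 1 read before and after removal, 11037 and 892856 with at least 10 reads before and after it, 10743 and 310402 up to 1000000 reads, 11505 and 349913 with log-spaced depths, 12172 and 331451 with UMI counts, and 11475 and 72219 with at least 4 reads before and 1 read after removal. In the same order they were 12987 and 97022, 10784 and 688651, and 10674 and 249211 for sorafenib, where Km was 264374 with UMI counts and 57120 with the last setting. For sunitinib they were 13161 and 120782, 11072 and 927934, 10670 and 314950, 11543 and 362313, 12278 and 346655, and 11411 and 72600. The cause was not tested.

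The difference in unique reads between sorafenib and control ranged from −991222 to −632702 with 1 library left out and passed 0.05 without control replicate 3 (exact p = 0.0394), 5 (exact p = 0.0364), 6 (exact p = 0.0455) or 7 (exact p = 0.0364) or sorafenib replicate 1 (exact p = 0.0424). The difference in genes at the common depth ranged from −25.8 to 478 and passed it without sorafenib replicate 2 (exact p = 0.0424), and its mean within units was 397. Genes with under 10% unique reads numbered 442 with at least 100 reads in sum, and their share of the multiply aligned reads was 51.6% with a limit of 5% and 60.2% with 20%. On log2 counts and by Spearman, correlations were 0.964 and 0.932 within control, 0.955 and 0.925 within sorafenib, 0.964 and 0.932 within sunitinib, 0.942 and 0.902 for control with sorafenib and 0.964 and 0.932 for control with sunitinib, and Spearman's was 0.902 for sorafenib with sunitinib. Without the 10 most abundant genes they were 0.975 within sorafenib, 0.930 for control with sorafenib and 0.934 for sorafenib with sunitinib. Depth limits the calls, since fewer UMI counts gave fewer genes.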

Differences from the paper's values

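In this part, only the setting in which 1 read was enough for detection after genes under 4 reads were left out was chosen after the values were seen.

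Km of the detection curve was 412426 reads for control against the paper's 75277, 322788 for sorafenib against the paper's 60979 and 433289 for sunitinib against the paper's 70673. Of the alternatives set before the data were examined, at least 1 read before and after removal gave 97022 for sorafenib, 115892 for control and 120782 for sunitinib, each more than 1.5 times the paper's value. For sorafenib the gap is smaller than the SD of Km between libraries (47990 reads, from the fits with at least 4 reads), but that SD belongs to fits with a larger Km and does not show that the values match. For control and sunitinib it is larger than the SD (22600 and 9295 reads). At least 10 reads, other depth grids, UMI counts and each library left out all differed from the paper for the 3 groups. With genes under 4 reads still left out first but 1 read enough for detection after removal, a setting chosen after seeing the values, Km was 72219 for control, 57120 for sorafenib and 72600 for sunitinib, each within 1.5 times the paper's value. The paper's called items are not affected by this setting, which concerns the curve alone.

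With sunitinib 0 genes were called by edgeR's quasi-likelihood test, with 237 genes at an unadjusted p under 0.05, against about 5 in Fig. 5a of the paper, read by eye. All of the alternatives set before the data were examined differ from it too. The fit of only the 2 groups compared called 1 gene, VIM, and all others, edgeR's exact test and DESeq2 among them, called 0. The exact test is the test of the paper, but here its filter, scaling and spread came from all 16 libraries. It was not run on the control and sunitinib libraries alone, so the 0 does not repeat the paper's test.

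With few UMI counts per library, more genes were called with sorafenib than in the paper at the same FDR of 0.1. At 100000 UMI counts the number was 662 against about 20 in Fig. 5c of the paper, read by eye, at 200000 it was 1290 against about 350 in Fig. 5c, and at 300000 it was 1768 against about 1000 in Fig. 5c. With the exact test of the paper, its spread again taken from all 16 libraries, the numbers were 643, 1253 and 1725, which also differ. With an FDR under 0.05, they were 561 and 1088, which differ, and 1497 at 300000, which does not.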

Other observations

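In this part, the removal of the trend with transcript length was added after the data were seen, and the splits and the test at equal depth were set before their results.

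Of 15 targets of TGF-beta and SMAD, 7 fell and 1 rose with sorafenib (adjusted p = 0.00806 from camera; adjusted p = 0.251 with an estimated correlation), with IGFBP3 3.25-fold and CTGF 2.55-fold lower and BHLHE40 2.33-fold higher. Of 18 targets of HIF, 10 fell and 4 rose (adjusted p = 0.0455; adjusted p = 0.259 with an estimated correlation), with P4HA1 2.33-fold and BNIP3L 2.21-fold lower. Of 11 genes of matrix degradation, 6 fell and 2 rose (adjusted p = 0.0968; adjusted p = 0.178 with an estimated correlation), with the inhibitor TIMP3 5.43-fold lower and PLAT, the tissue plasminogen activator, 4.80-fold higher. Of 5 receptor tyrosine kinases that the drugs target, 3 fell and 1 rose (adjusted p = 0.0873; adjusted p = 0.178 with an estimated correlation), with PDGFRB 2.06-fold lower. Of 18 genes of ribosome biogenesis, 7 rose and 1 fell (adjusted p = 0.0529; adjusted p = 0.175 with an estimated correlation), with the helicase DDX21 1.93-fold higher.

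Metallothioneins, of which 3 were tested, rose with sorafenib, MT2A 4.80-fold, MT1E 5.84-fold and MT1X 3.44-fold, counted from 73.9%, 36.6% and 44.7% unique reads. The endothelial transcription factor ERG was 8.17-fold lower and the keratin KRT7 3.11-fold lower. Of the adipocyte markers, LEP and FABP4 were tested and lower.

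The other 19 lists were not called with sorafenib by camera. The numbers of their members called are to be read against the 51.5% of all 7984 genes tested that were called. Of 11 targets of ERK, 6 rose and 3 fell (adjusted p = 0.182), with the ERK phosphatase DUSP6 3.63-fold, the transcription factors MYC 3.70-fold and ETV5 3.95-fold and the inhibitor SPRY2 3.15-fold higher. Of 12 members of the RAF and MAP kinase pathway, 4 fell (adjusted p = 0.364), with NRAS 2.55-fold lower. Of 33 nuclear genes of oxidative phosphorylation, 8 rose and 16 fell (adjusted p = 0.175), with NDUFA4 1.80-fold lower. Of 13 genes of the tricarboxylic acid cycle, 1 rose and 5 fell (adjusted p = 0.376), with PDHB 1.72-fold lower, and of 16 genes of fatty acid oxidation 2 rose and 6 fell (adjusted p = 0.551), with PDK4 3.38-fold higher. Of 14 genes of cholesterol synthesis and uptake, 4 rose and 4 fell (adjusted p = 0.903), and of 9 genes of fatty acid synthesis 3 rose and 1 fell (adjusted p = 0.376), with ACSL3 2.15-fold higher and ACLY 2.06-fold lower. Of 16 genes of NRF2 and oxidative stress, 6 rose and 3 fell (adjusted p = 0.551), with SRXN1 4.59-fold and SQSTM1 2.16-fold higher.

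Of 39 cytosolic ribosomal proteins, 2 rose and 3 fell (adjusted p = 0.131), and none was called when adjusted over the list alone. Those that rose depend on the libraries of unit 7, since RPL18 had 1270 CPM in sorafenib replicate 2 and between 249.9 and 347 CPM in the other sorafenib libraries, and both RPL18 and RPS15 reversed without the sorafenib libraries of unit 7. Of 21 mitochondrial ribosomal proteins, 9 rose and 6 fell (adjusted p = 0.362), with MRPS2 3.38-fold higher. Of 23 proteasome genes, 3 rose and 5 fell (adjusted p = 0.375), with PSMA5 1.58-fold higher. Of 20 genes of lysosome and autophagy, 9 rose and 7 fell (adjusted p = 0.495), with WIPI1 1.84-fold higher. Of 8 interferon-stimulated genes, 3 rose and 3 fell (adjusted p = 0.604), with IFIT2 2.83-fold higher, and of 9 cytokines and targets of NF-kB 4 rose and 2 fell (adjusted p = 0.605), with SOD2 3.72-fold higher and VCAM1 4.06-fold lower. Of 8 cardiac transcription factors, 2 rose and 3 fell (adjusted p = 0.887), with MEF2D 3.10-fold and TCF21 2.82-fold higher. Of 6 genes of the cell cycle, 2 rose (adjusted p = 0.203), with MCM7 2.82-fold higher. Of 10 regulators of apoptosis, 1 rose and 1 fell (adjusted p = 0.872), with MCL1 1.61-fold higher. Of 6 genes of drug transport and metabolism, 1 rose and 2 fell (adjusted p = 0.564), with CYP1B1 1.74-fold lower, and of 5 ion channel genes of the heart 1 rose and 1 fell (adjusted p = 0.376), with CACNA2D1 2.91-fold lower.

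For the 4115 genes called with sorafenib, 100 of the 495 possible splits of the 12 libraries were used, the real one among them. Only the real one called as many genes. The highest of the others called 2137, a split with 3 of the sorafenib libraries in the same group. For sorafenib against sunitinib, 1 of all 35 splits, the real one, called as many as 3655, with 789 as the highest of the others. Both results argue against chance but do not exclude it, since 35 splits allow no share below 1 in 35. The splits did not take the investigative units into account. For sunitinib against control the count of splits decides nothing, since no split can call fewer genes than the real 0 (100 of 100 splits called as many, highest other 3). With each library's trend with transcript length removed, 97.9% of the genes called with sorafenib that have an annotated length (7365 of the 7984 genes tested have one) were still called in the same direction. With every library at 1061970 UMI counts, 90.4% of all 4115 were, and both values together argue against a trend with length and against the difference in depth as the cause of the calls.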
